# Transcriptome analysis reveals regional and temporal differences in mucosal immune system development in the small intestine of neonatal calves

**DOI:** 10.1186/s12864-016-2957-y

**Published:** 2016-08-11

**Authors:** Guanxiang Liang, Nilusha Malmuthuge, Hua Bao, Paul Stothard, Philip J. Griebel, Le Luo Guan

**Keywords:** Neonatal calves, Gene expression, miRNA, Mucosal immune system, RNA-Seq

## Abstract

**Background:**

Postnatal development of the mammalian mucosal immune system is crucial for responding to the rapid colonization by commensal bacteria and possible exposure to pathogens. This study analyzed expression patterns for mRNAs and their relationship with microRNAs (miRNAs) in the bovine small intestine during the critical neonatal period (0 to 42 days). This analysis revealed molecular mechanisms regulating the postnatal development of the intestinal mucosal immune system.

**Results:**

Small intestine samples (jejunum and ileum) were collected from newborn male, Holstein calves immediately post-partum (*n* = 3) and at 7 (*n* = 5), 21 (*n* = 5), and 42 (*n* = 5) days of age and the transcriptomes were profiled using RNA-Seq. When analyzing all time points collectively, greater expression of genes encoding the complement functional pathway, as well as lower expression of genes encoding Toll-like receptors and NOD-like receptors were observed in the jejunum when compared to the ileum. In addition, significant changes in the expression of immune-related genes were detected within the first week post-partum in both jejunum and ileum. For example, increased expression of genes encoding tight junction proteins (claudin 1, claudin 4 and occludin), an antimicrobial peptide (Regenerating Islet-Derived 3-γ), NOD-like receptors (NACHT, LRR and PYD domain-containing protein 3), regulatory T cell marker (forkhead box P3), and both anti-inflammatory (interleukin 10) and pro-inflammatory (interleukin 8) cytokines was observed throughout the small intestine of 7-day-old calves when compared to newborn calves. Moreover, the expression of mucosal immune-related genes were either positively or negatively correlated with total bacterial population depending on both intestinal region and age. The integrated analysis of miRNAs and mRNAs supported the conclusion that miRNAs may regulate temporal changes in the expression of genes encoding tight junction proteins (miR-335), cytokines (miR-335) and bacterial recognition (miR-100) during the first week of small intestine development.

**Conclusion:**

The rapid development of transcriptional differences between jejunum and ileum reveal that these two intestinal regions make distinct contributions to the intestinal mucosal immune system during the early neonatal period. In addition, transcriptome analysis indicates that the first week after birth is a very dynamic developmental period for the intestinal mucosal immune system and these changes may be regulated by both miRNAs and microbial colonization. Findings from this study indicate that a detailed analysis of both the abundance and diversity of the colonizing microbiome may be necessary to understand factors regulating the rapid development of the mucosal immune system during the first week of life.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2957-y) contains supplementary material, which is available to authorized users.

## Background

Newborn calves are susceptible to a variety of bacterial and viral enteric infections, due to an immature immune system and a possible failure in the passive transfer of maternal antibodies [1]. The mucosal immune system in the bovine small intestine consists of both organized lymphoid tissues, such as Peyer’s patches (PPs), and diffuse lymphoid tissue, which distributes throughout the lamina propria and intraepithelial compartments [2]. The mucosal immune system is the first line of defence, protecting the host from enteric infection and the commensal microbiome by providing physical barriers and activating both innate and adaptive immune responses [3]. The neonatal intestinal mucosal immune system undergoes rapid change in response to microbial colonization, exposure to potential pathogens, and environmental factors including toxins and dietary components, such as colostrum [4]. A major challenge for the developing mucosal immune system is discriminating between commensal microbes and pathogenic microbes to ensure protection of the host [4], without disrupting vital intestinal functions required for maintaining health. However, little is known about the mucosal immune function during early postnatal developmental period in ruminants.

Intestinal mucosal immune system development has been studied in mice and humans [5]. When compared to mice, the ruminant intestinal mucosal immune system displays several unique developmental features that are shared by a variety of other mammalian species, such as humans. Two developmentally and structurally distinct types of PPs are located in the jejunum and terminal small intestine [6]. Furthermore, PP development begins in utero, in the absence of the commensal microbiome, with organized lymphoid follicles present at the time of birth. In ruminants, the continuous PPs, located in the ileum, function primarily as a site for generation of the pre-immune B cell, while the discreet PPs, distributed throughout the jejunum, function as induction sites for the generation of IgA plasma cells [7]. It remains unknown to what extent these regional differences in organized mucosa-associated lymphoid tissues influence host responses to the commensal microbiome or how the commensal microbiome regulates post-natal development of PP function. The ileum has, however, been identified as a preferential site of neonatal infection by a variety of pathogens, including *Salmonella* spp. [8] and *Mycobacterium avium* subsp. *Paratuberculosis* infection [9].

Significant age-dependent changes in the number and distribution of mucosal leukocyte sub-populations was reported when comparing cells isolated from the small intestine of 3 to 5-week-old versus 6 month old calves [10]. Furthermore, an age-dependent down-regulation of mRNA expression for several Toll-like receptors and antimicrobial peptides was observed when comparing intestinal tissues collected from 3-week old versus 6-month old calves [11]. In addition, our recent study described significant changes in bovine intestinal microRNA (miRNA) expression throughout the post-natal period (0 to 6 weeks) and these studies suggested a possible involvement of miRNAs in regulating mucosal immune system development [12]. However, the molecular mechanisms regulating both regional and temporal differences in the early post-natal development of the bovine intestinal mucosal immune system has not been investigated.

Identifying regulatory relationships between miRNAs and their corresponding mRNA targets is critical for understanding developmental processes that occur throughout the small intestine in neonatal calves. Therefore, in this study we investigated regional and temporal changes in the intestinal function of newborn calves by analyzing global changes in gene expression (transcriptome) in both jejunum and ileum from birth until 42 days postpartum. This analysis focused specifically on genes related to the mucosal immune system and included an integrated analysis of both of miRNAs and mRNAs expression. This integrated analysis provided an opportunity to explore the potential regulatory role of miRNAs in this developmental process.

## Results

### Small intestine transcriptomes

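RNA from the jejunum and ileum of Holstein bull calves was sequenced with 1 library per tissue sample. The jejunum and the ileum were each sampled from 3 calves at D0 and from 5 calves at each of D7, D21 and D42, which gave 18 samples per region. Calves differed between ages, and the jejunum and ileum samples that carry the same age and animal number in the sample labels were taken to come from the same calf. The authors aligned the reads to the bovine genome (UMD 3.1) with Tophat, counted them on Ensembl genes with htseq-count and divided the count of each gene by the total mapped reads of the library to obtain CPM (counts per 1000000 mapped reads). The deposited values are a CPM rounded to whole numbers for 21510 Ensembl gene identifiers, without symbols. These values summed to between 976077 and 982685 per jejunum sample (median 979044) and to between 971404 and 978738 per ileum sample (median 976993). Between 14165 and 15121 genes per jejunum sample and between 14375 and 15356 genes per ileum sample had a value of at least 1. The median sum of a group was 978919, 978258, 980132 and 979647 in the jejunum and 975841, 977161, 976373 and 977655 in the ileum at D0, D7, D21 and D42. The sums reflect the scaling to 1000000 reads and not the sequencing depth. The paper gives an average number of reads over the libraries, so the depth of each sample is unknown and the smallest step of a value is 1 CPM. For 1280 immune-related genes the paper's Additional file 5, in the part at hand, gives CPM per sample with decimals. In 33 of the 36 samples between 97.0% and 100% of these genes had the value of that table once it was scaled by 0.975 to 0.983 and rounded. In the ileum samples of animals 1 and 2 at D0 and of animal 1 at D42 at most 4.84% did. The total of reads behind the deposited scale is not known. All 36 samples were kept under their labels. Symbols were taken from the supplementary tables that pair them with Ensembl identifiers, which covered 25 of the 67 genes the paper names for these data. Groups were compared with limma on log2(CPM + 1), with trend correction, using only the groups of each comparison, and genes were called differentially expressed (DE) at fold change > 2 and FDR < 0.05 by the Benjamini-Hochberg method. Fold changes on the log2(CPM + 1) scale understate the change of genes with low CPM. The test used by the authors, edgeR, needs raw read counts and was not used here.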

A total of 1,350 million high-quality 100-bp paired-end reads were obtained from 36 libraries (jejunum and ileum samples from Holstein bull calves at birth (D0; *n* = 3), 7 days post-partum (D7; *n* = 5), 21 days post-partum (D21; *n* = 5) and 42 days post-partum (D42; *n* = 5)), with an average of 38.2 ± 8.3 million reads per library. Of all the reads, ~81.5 % from the jejunum and ~82.5 % from the ileum, were mapped to the bovine genome (UMD 3.1). Based on the normalized data, expression of 15,362 and 15,644 genes were detected (with CPM (counts per million mapped reads) > 1 in at least 50 % of samples) in the jejunum and ileum, respectively. 

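With the threshold of CPM > 1 in at least 50% of the 18 samples of a region, 13465 genes were detected in the jejunum and 13457 in the ileum. Because the deposited values are whole numbers, a value above 1 is a value of at least 2. The choice of threshold moved these numbers most when CPM > 1 was required in every sample, which left 12060 genes in the jejunum and 11803 in the ileum. With CPM > 0.5 in at least 50% of the samples, 14685 genes were detected in the jejunum and 14694 in the ileum. Leaving out 1 sample at a time gave between 13406 and 13454 genes in the jejunum and between 13404 and 13432 in the ileum.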

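Of the 13942 genes detected in either region, 12980 were detected in both the jejunum and the ileum, 485 only in the jejunum and 477 only in the ileum. With CPM > 1 required in every sample, 11398 genes were shared by both regions.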

Among these genes, 15,007 genes were commonly detected in both jejunum and ileum (Fig. 1a). The most relevant gene ontology (GO) terms of top 3000 highly expressed genes were “metabolic process” and “protein transport” (Additional file 1).

**Fig. 1:**
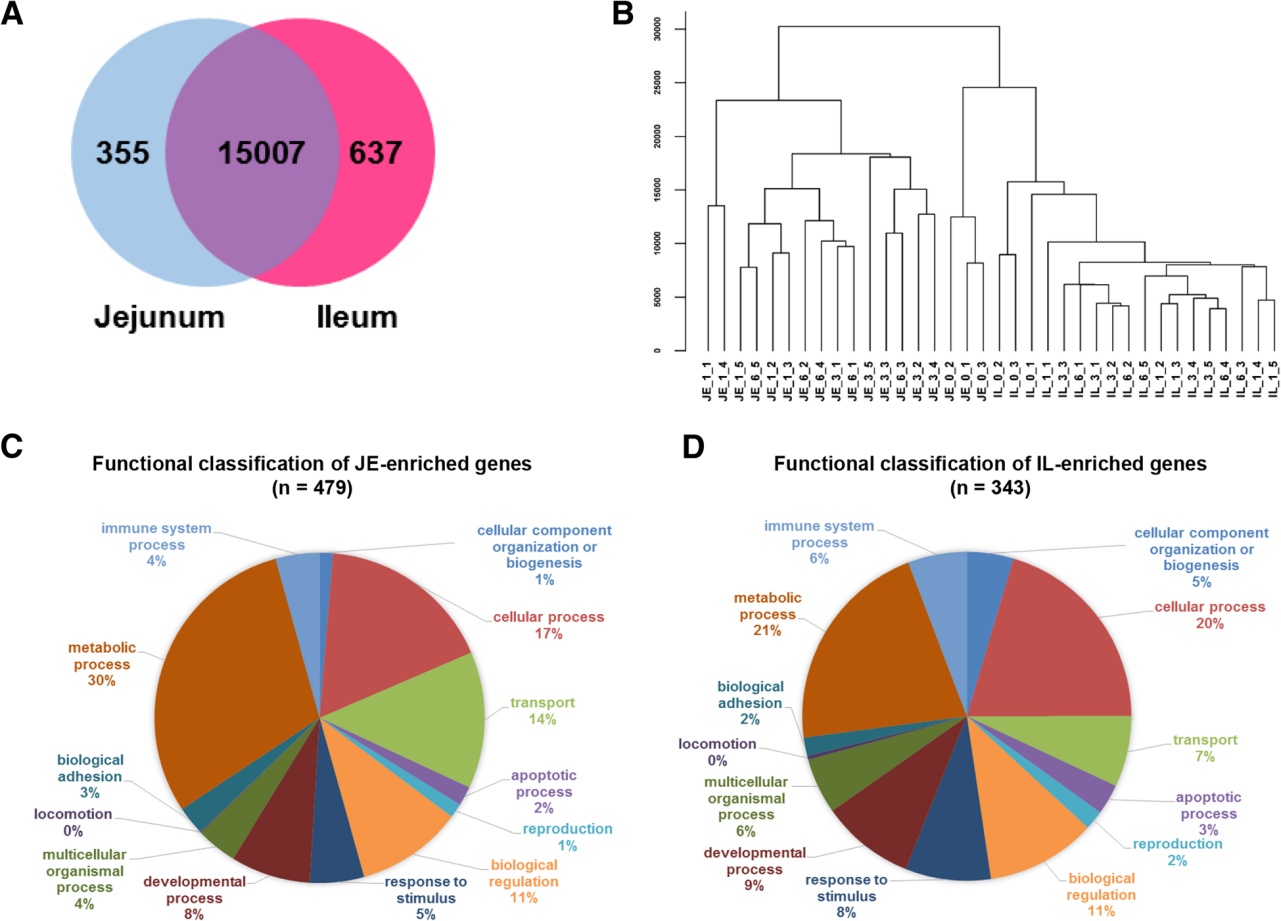
Regional difference of the transcriptome profiles between the jejunum (JE) and ileum (IL). **a** Venn diagram of expressed genes. **b** Hierarchical cluster of mRNA expression. Each ID represents one animal. “JE_0_1” means the jejunum sample from D0 animal No.1 (D0). **c** Functional classification of JE-enriched genes. **d** Functional classification of IL-enriched genes

### Regional and temporal differential expression of genes

The generated transcriptome profiles revealed a clear clustering pattern depending on the small intestinal region regardless of calf developmental stages (Fig. 1b). 

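Hierarchical clustering of the CPM of the detected genes split the 36 samples into a branch of 13 and a branch of 23, and 31 samples lay in the branch that held most samples of their region. The smaller branch held only jejunum samples. The 5 samples on the other side were the 3 jejunum samples of D0, jejunum animal 3 of D21 and jejunum animal 3 of D42, which fell in the branch with all ileum samples. On log2(CPM + 1) in place of CPM, 34 of the 36 samples lay with their region, and the other samples were ileum animal 1 of D0 and ileum animal 1 of D42, whose values do not follow Additional file 5. Average linkage placed 33 samples with their region and Ward linkage 31.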

When the regional difference was further explored within each age category using edgeR [13] (fold change > 2, false discovery rate (FDR) < 0.05), a total of 479 genes showed higher expression in jejunum than ileum (JE-enriched, Fig. 1c), whereas 343 genes had higher expression in ileum than jejunum (IL-enriched, Fig. 1d) at one or more of the time points (Additional file 2). 

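Over the 13942 genes detected in either region, 842 genes were JE-enriched and 395 IL-enriched at D0. The corresponding numbers were 1342 and 2434 at D7, 1690 and 2051 at D21, and 1065 and 1852 at D42. At 1 or more ages, 2260 genes were JE-enriched and 2987 IL-enriched, and 11 genes were JE-enriched at 1 age and IL-enriched at another. Of the JE-enriched genes 245 were called at all 4 ages, and of the IL-enriched genes 92. The fold change threshold moved the numbers at 1 or more ages most, and with FDR < 0.05 alone 4180 genes were higher in the jejunum and 6486 in the ileum. At D0, FDR < 0.05 alone gave 907 and 577 genes and all ages and regions in 1 fit 1804 and 1486. Which region had more genes depended on the scaling: with median-ratio scaling, chosen after seeing the data, 1126 genes were JE-enriched and 345 IL-enriched at D0, 1972 and 1711 at D7, 2235 and 1611 at D21, and 1441 and 1380 at D42. Without animal 1 of D0, 903 genes were JE-enriched and 1750 IL-enriched at D0, and without animal 2 or animal 3 there were 0 in both directions. With the calf as a replicate block, the pairing being taken from the animal numbers in the labels, 1866 genes were JE-enriched and 2812 IL-enriched at 1 or more ages. At D0 the block left 2 JE-enriched and 0 IL-enriched genes, where 4575 genes had an unadjusted p under 0.05 without it. At D7, D21 and D42 it gave 1347, 1710 and 980 JE-enriched and 2434, 2053 and 1706 IL-enriched genes. The deviations of samples with the same animal number from their group means correlated with a mean r across genes of -0.0166 at D0, 0.116 at D7, 0.141 at D21 and -0.0635 at D42. Of all pairings of the jejunum with the ileum samples of an age, 5 of 6 at D0, 7 of 120 at D7, 7 of 120 at D21 and 96 of 120 at D42 had a mean r as high (one-sided exact permutation test, p = 0.833, 0.0583, 0.0583 and 0.800; the smallest possible p is 0.167 at D0). The ages D0 and D42 include the 3 ileum samples that do not follow Additional file 5, and without animal 1 of D42 the mean r at that age was 0.104 (1 of 24 pairings, one-sided exact permutation test, p = 0.0417, the smallest possible). Among the genes past the threshold whose CPM did not overlap between the regions, the largest JE-enriched change at D0, D7 and D42 was in ENSBTAG00000015170, with log2 fold changes of 8.79 (standard error 1.23, FDR = 0.0203), 9.63 (standard error 0.97, FDR = 3.67e-06) and 10.51 (standard error 0.23, FDR = 2.76e-09). Its CPM at D7 was 3538 ± 818 in the jejunum and 16.8 ± 31.7 in the ileum (SD, n = 5 each). The largest IL-enriched change at D0 was in ENSBTAG00000033545, at -8.21 (standard error 0.93, FDR = 0.0157), with 0 CPM in all 3 jejunum samples and 107 to 1345 CPM in the ileum. At D7 it was in VPREB3 (ENSBTAG00000005128), at -6.85 (standard error 0.44, FDR = 1.07e-07), with 205 ± 57.9 CPM in the ileum and 1.20 ± 1.79 in the jejunum (SD, n = 5 each). The calls of the named identifiers at D0 were lost with the replicate block and when animal 2 or animal 3 was left out.

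**Figure D1:**
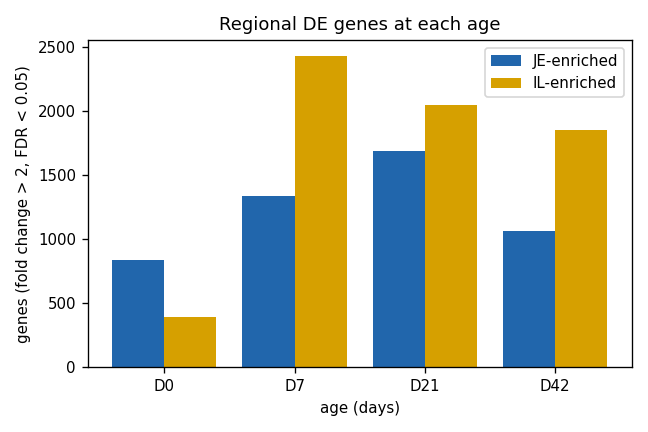
Number of genes called JE-enriched and IL-enriched at each age (D0, D7, D21, D42; bars start at 0). JE-enriched genes outnumber IL-enriched genes at D0 (842 against 395), and IL-enriched genes are more numerous at D7, D21 and D42. With median-ratio scaling, chosen after seeing the data, JE-enriched genes outnumber IL-enriched genes at all 4 ages. Without animal 1 of D0 the order at D0 reverses (903 against 1750), and without animal 2 or animal 3 no gene is called at D0.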

Functional classification showed that 30 % and 14 % of the JE-enriched genes were related to “metabolic process” and “transport,” respectively (Fig. 1c), while fewer IL-enriched genes (21 % and 7 %) were related to these two functions (Fig. 1d). Further, 4 % of JE-enriched and 6 % of IL-enriched genes were related to “immune system process”.

In addition to the regional variations observed, the transcriptome profiles displayed rapid temporal changes within both small intestinal regions during the first six weeks of life (Additional file 3). These temporal changes were investigated by sequentially comparing the expression of genes between proximal age groups (D7 *vs* D0; D21 *vs* D7; D42 *vs* D21). 

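In the jejunum, 531 of 13465 genes were upregulated and 748 downregulated at D7 compared with D0. No jejunal gene passed the threshold from D7 to D21 or from D21 to D42, where 768 and 790 genes had an unadjusted p under 0.05 and 673 are expected by chance. In the ileum, 0 of 13457 genes passed it in the 3 comparisons, with 2125 genes at an unadjusted p under 0.05 from D0 to D7, 1453 from D7 to D21 and 338 from D21 to D42. The smallest FDR in the ileum from D0 to D7 was 0.2. Of the 3 ileum samples of D0, those of animals 1 and 2 hold values that do not follow Additional file 5. Fitting all ages and regions together, which shares 1 estimate of the spread, moved the ileal result most and gave 487 upregulated and 76 downregulated genes from D0 to D7. Among the jejunal genes past the threshold whose CPM did not overlap between the ages, the largest increase from D0 to D7 was in ENSBTAG00000004272, with a log2 fold change of 8.06 (standard error 0.48, FDR = 4.04e-06) and a CPM of 0.333 ± 0.577 at D0 (SD, n = 3) and 393 ± 227 at D7 (SD, n = 5). The largest decrease was in ENSBTAG00000007273, at -7.42 (standard error 0.63, FDR = 3.24e-05), from 352 ± 280.2 CPM to 0.800 ± 1.10.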

The expression patterns of jejunal differentially expressed (DE) genes were categorized into 26 patterns (Fig. 2a), while 23 patterns were observed for that of ileal DE genes (Fig. 2b) with “U”, “D” and “N” representing the genes upregulated, downregulated, and not differentially expressed, respectively (significant differences were declared at fold change > 2, FDR < 0.05). The order of the combination represents the expression pattern change following the comparisons D7 *vs* D0, D21 *vs* D7 and D42 *vs* D21. For example, genes that were categorized into expression pattern “UND” means that these genes were upregulated in D7 *vs* D0, unchanged in D21 *vs* D7, and downregulated in D42 *vs* D21. From all the patterns observed, three patterns represented 96 % of genes for both tissues. 

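Over the comparisons D7 vs D0, D21 vs D7 and D42 vs D21, 12186 of the 13465 genes detected in the jejunum (90.5%) and all 13457 genes detected in the ileum (100%) had pattern “NNN”. In the jejunum only the 3 patterns “NNN”, “UNN” and “DNN” occurred. Leaving out 1 calf at a time kept “NNN” between 89.4% and 92.1% in the jejunum and between 99.96% and 100% in the ileum.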

The largest numbers of genes, representing 80 % of total expressed genes in the jejunum (Fig. 2a) and 86 % of total expressed genes in the ileum (Fig. 2b), displayed no change in expression (pattern “NNN”) during the first six weeks. The next largest groups of genes belonged to patterns “UNN” and “DNN” and displayed changed expression only during the first week of life. 

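Pattern “UNN” held 531 genes (3.94%) and pattern “DNN” 748 genes (5.56%) of those detected in the jejunum. In the ileum both patterns held 0 genes, where 2125 genes had an unadjusted p under 0.05 from D0 to D7. With all ages and regions in 1 fit, 3.62% of the ileal genes were in “UNN” and 0.565% in “DNN”. With FDR < 0.05 and no fold change threshold, the jejunal shares were 9.02% and 16.6%.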

GO terms enrichment revealed that genes that belonged to patter “UNN” were mainly related to “immune system process” in the jejunum and ileum (Additional file 4). And genes that belonged to pattern “DNN” were mainly related to “developmental process” in the jejunum and ileum (Additional file 4).

**Fig. 2:**
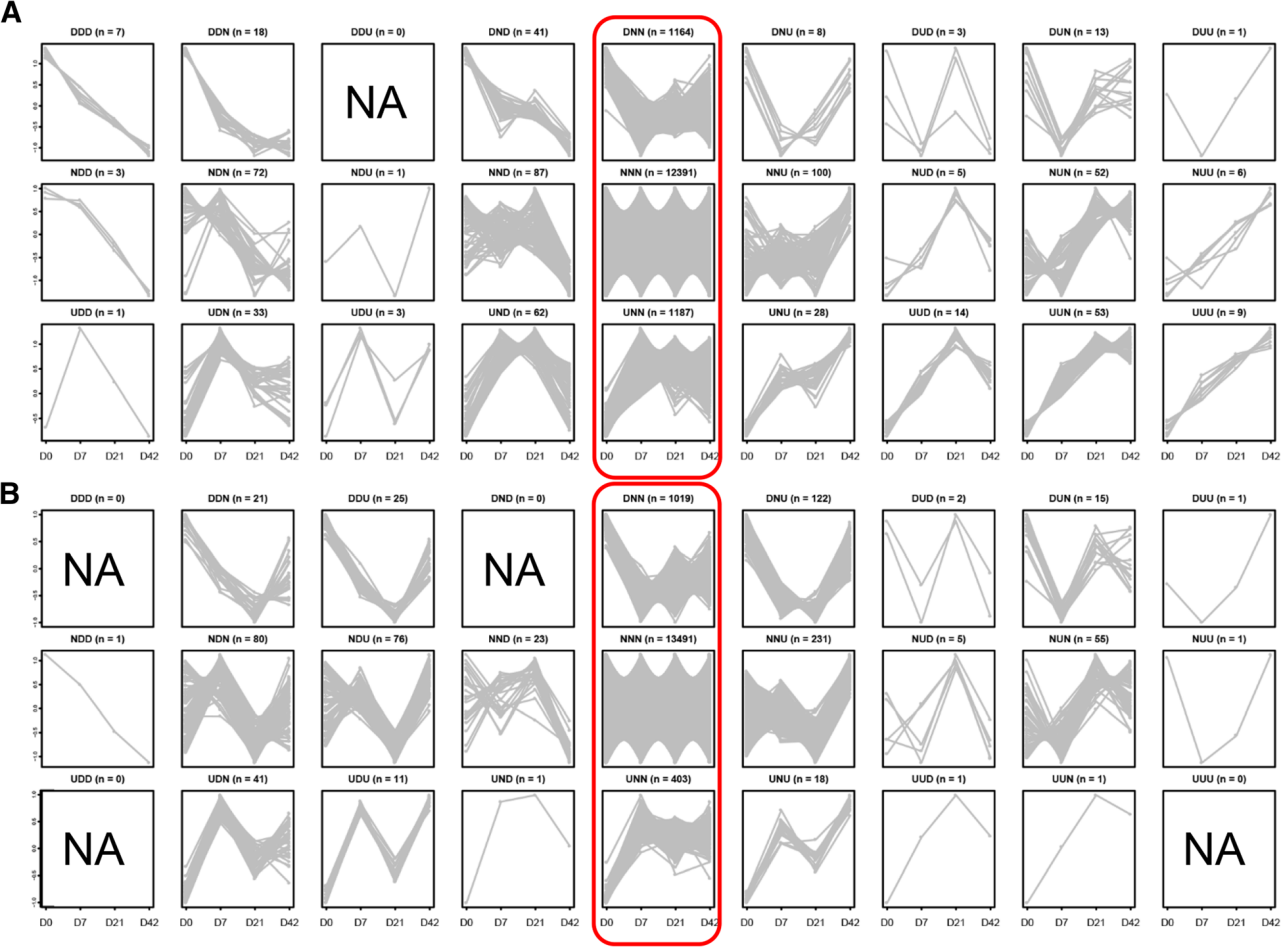
Temporally DE genes expression patterns for jejunum **a** and ileum **b**. All the expressed genes were categorized into 27 expression patterns based on the temporally DE analysis (fold change > 2 and FDR < 0.05). “U” means the genes were DE and upregulated; “N” means the genes were not DE; and “D” means the genes were DE and dwonregulated. The order of each pattern follows the comparison between D7 vs D0, D21 vs D7, and D42 vs D42. X-axis depicts four ages and Y-axis depicts the fold change of each gene. “NA” in the square means no genes were categorized into that pattern

### Systematic analysis of regional and temporal differences in immune-related gene expression

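The part of Additional file 5 at hand lists 1280 immune-related genes, and all 1280 are among the identifiers of the deposited files. In both the jejunum and the ileum, all 1280 had CPM > 1 in at least 50% of the 18 samples. The results for immune-related genes given with these data cover these 1280 genes.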

To further understand regional and temporal differences in mucosal immune system development in the small intestine of newborn calves, a total of 3314 and 3306 expressed immune-related genes (CPM > 1 in at least 50 % samples) in the jejunum and ileum, respectively, were subjected to further analysis (Additional file 5). Similar to the whole transcriptome profiles (Fig. 1b), the expression of immune-related genes also displayed a clear separation between jejunum and ileum based on PCA analysis (Fig. 3a). 

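In a principal component analysis of log2(CPM + 1) of the 1280 immune-related genes over the 36 samples, PC1 carried 63.2% of the variance (jackknife error 5.34) and PC2 11.2%. Region explained 81.1% of the variance on PC1 (jackknife error 11.3), and none of 100000 permutations of the region labels within calves reached this share (permutation test, p = 1e-05, the smallest possible with this number). The jejunum samples lay between 9.74 and 27.3 on PC1. The 15 ileum samples whose values follow Additional file 5 lay between -32.6 and -16.5. Of the other 3, ileum animal 2 of D0 lay at -26.4, among the ileum samples, while ileum animal 1 of D0 lay at 19.2, within the range of the jejunum, and ileum animal 1 of D42 at 8.12, next to it. PC1 carried 45.5% of the variance with genes scaled to unit variance, the alternative that moved it most, and 57.7% with all expressed genes.

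**Figure D2:**
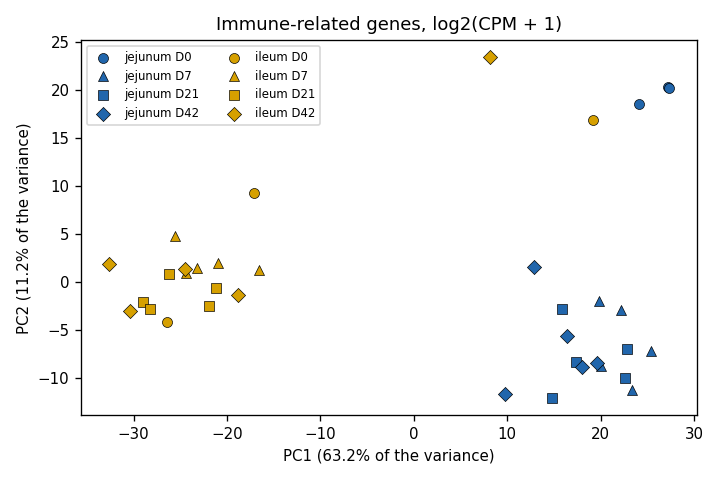
Position of each jejunum and ileum sample on PC1 (63.2% of the variance) and PC2 (11.2%) of log2(CPM + 1) of the immune-related genes; each point is 1 sample, with color for region and shape for age. The jejunum samples lie between 9.74 and 27.3 on PC1 and 16 of the ileum samples at -16.5 or lower, while ileum animal 1 of D0 (19.2) and ileum animal 1 of D42 (8.12) lie on the jejunal side.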

When expression of these genes was compared between the two regions, 214 genes (105 JE-enriched and 109 IL-enriched) were identified as regionally DE immune-related genes. 

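Of the 1280 immune-related genes, 226 were JE-enriched and 315 IL-enriched at 1 or more ages. By age, 88 were JE-enriched and 44 IL-enriched at D0, 133 and 275 at D7, 167 and 229 at D21, and 94 and 220 at D42. Tested alone, these 1280 genes gave 80 and 43 at D0. With the Additional file 5 values in the ileum samples that do not follow that table, chosen after seeing the data, they gave 225 and 267. The order of the regions at D0 was then reversed. Over all 13942 genes, the replicate block left 2 JE-enriched and 0 IL-enriched genes at D0. With the calf as a replicate block, paired by the animal numbers of the labels, the numbers at 1 or more ages were 180 and 299. Over all ages, samples with the same animal number deviated from their group means with a mean correlation of 0.0509. With FDR < 0.05 alone, 409 genes were higher in the jejunum and 592 in the ileum. With median-ratio scaling, chosen after seeing the data, the order of the regions at 1 or more ages changed, with 298 JE-enriched and 263 IL-enriched genes.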

The KEGG pathway analysis showed that the JE-enriched immune-related genes were related primarily to “complement and coagulation cascades” (Additional file 6), whereas the IL-enriched immune-related genes were mainly relevant to “B cell receptor signalling pathway” (Additional file 6).

**Fig. 3:**
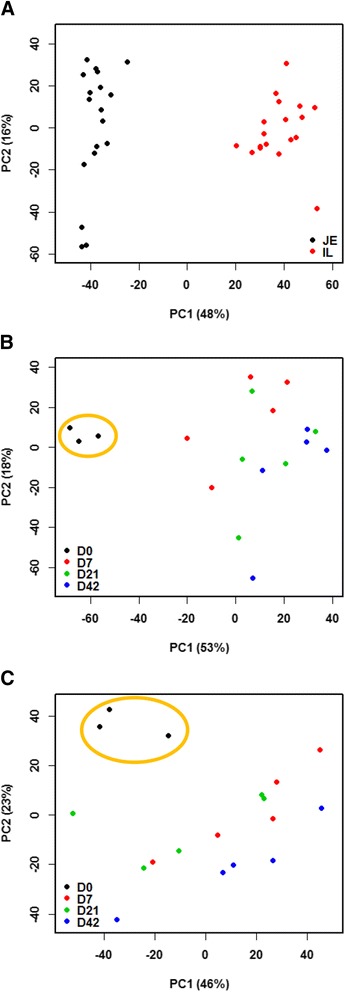
PCA plot of all the immune-related genes. The X and Y-axis represent the first two principle components. The percentage value in the bracket represents the percentage of variance explained by that principle component. **a** PCA plot of immune-related genes for the jejunum (black dots) and ileum (red dots). **b** PCA plot of immune-related genes for the jejunum at different ages. **c** PCA plot of immune-related genes for the ileum at different ages

The immune-related genes identified above within each small intestinal region were then compared among the four ages to further determine if there was a temporal expression pattern. 

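Within the jejunum, PC1 of the 1280 immune-related genes carried 47.4% of the variance. The 3 samples of D0 lay between 24.1 and 27.1 on it and the 15 samples of later ages between -12.2 and 2.15 (two-sided exact permutation test, p = 0.00123, the smallest possible with 3 against 15 samples). Within the ileum, PC1 carried 58.2% of the variance. Animals 1, 2 and 3 of D0 lay at 51.2, -7.06 and 1.63, and the 15 samples of later ages between -11.8 and 35.0 (two-sided exact permutation test, p = 0.0478). The highest value among the later samples, 35.0, belonged to animal 1 of D42, which like animals 1 and 2 of D0 does not follow Additional file 5. On PC2, with 15.2% of the ileal variance, the samples of D0 had a mean of 7.85 ± 8.98 (SD, n = 3) and those of later ages -1.57 ± 7.58 (SD, n = 15), a difference that did not reach p = 0.05 (two-sided exact permutation test, p = 0.0699).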

The expression of immune-related genes at birth was different from the three other developmental stages in both jejunum (Fig. 3b) and ileum (Fig. 3c) as highlighted by the orange circle. 

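In the jejunum, 132 of the 1280 immune-related genes passed the threshold in at least 1 of the 3 age comparisons and 1148 did not. In the ileum, 0 genes passed it and 1280 did not. Over all 13457 detected ileal genes, 2125 had an unadjusted p under 0.05 from D0 to D7. With all ages and regions in 1 fit, 65 immune-related genes passed the threshold in the ileum, and with FDR < 0.05 alone 390 did in the jejunum.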

Further analysis of the expression patterns of temporally DE immune-related genes showed that 867 were DE and 2,431 were unchanged in the jejunum, while 605 were DE and 2689 were unchanged in the ileum during three postnatal periods (D7 *vs* D0, D21 *vs* D7 and D42 *vs* D21). The KEGG pathway analysis showed that temporally DE immune-related genes in the jejunum were mainly related to “complement and coagulation cascades” (Additional file 7), while the temporally DE immune-related genes in the ileum were mainly related to “ECM-receptor interaction” (Additional file 7).

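Additional file 7 lists 20 genes under “complement and coagulation cascades” and 20 under “ECM-receptor interaction”, and all of them are in the deposited files. The complement list was chosen by the authors from genes temporally DE in the jejunum and the ECM list from genes temporally DE in the ileum. Of the complement genes, 5 passed the threshold in the jejunum from D0 to D7, 2 upregulated and 3 downregulated, and 14 of the 20 had a positive log2 fold change, with a median of 0.58. In the ileum 0 of the 19 complement genes detected passed it. Of the 20 ECM-receptor interaction genes, 0 passed the threshold in the ileum, where 13 had a positive log2 fold change from D0 to D7 and the median was 0.27. In the jejunum 3 of the 18 detected ECM genes were downregulated.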

### Expression changes in genes encoding tight junction proteins, antimicrobial peptides and mucins

Expression of 16 genes encoding tight junction (TJ) proteins, including the claudin family (*CLDN1*, *CLDN2*, *CLDN3*, *CLDN4*, *CLDN5*, *CLDN7*, *CLDN11*, *CLDN12*, *CLDN15*, and *CLDN23*), occludin (*OCLN*), zonula occluden family (*ZO1*, *ZO2*, and *ZO3*) and the junctional adhesion molecule family (*JAM2* and *JAM3*) were detected in jejunum and ileum. 

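The supplementary tables at hand pair identifiers with 8 of these genes: *CLDN1*, *CLDN2*, *CLDN3*, *CLDN4*, *CLDN5*, *CLDN7*, *CLDN12* and *CLDN15*. In the jejunum each had CPM > 1 in all 18 samples. In the ileum *CLDN1* and *CLDN15* had it in 17 samples and the other genes in all 18. Mean CPM at D7 ranged from 3.80 ± 2.49 for *CLDN1* to 697 ± 97.1 for *CLDN2* in the jejunum (SD, n = 5), and from 5.80 ± 1.92 to 203 ± 55.7 for *CLDN7* in the ileum (SD, n = 5).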

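The mean log2(CPM + 1) of 8 TJ protein genes (*CLDN1*, *CLDN2*, *CLDN3*, *CLDN4*, *CLDN5*, *CLDN7*, *CLDN12* and *CLDN15*) was compared between the jejunum and ileum of each calf. It was higher in the jejunum by 0.86 ± 0.46 (SD, n = 18 calves), and higher in 18 of 18 calves (two-sided permutation test of the signs, p = 2e-05 from 100000 permutations). The difference was 0.33 ± 0.30 at D0 (SD, n = 3), 0.71 ± 0.35 at D7, 1.07 ± 0.32 at D21 and 1.12 ± 0.49 at D42 (SD, n = 5 each). Within an age the exact permutation test cannot reach 0.05 (p = 0.25 at D0 and p = 0.0625 at each later age, the smallest possible), although every calf had the higher value in the jejunum. The mean does not speak for each gene. At D7 the log2 fold changes were 2.94 for *CLDN15*, 1.87 for *CLDN2* and 1.30 for *CLDN7*, but 0.12 for *CLDN3* and -0.19 for *CLDN4*. Mean CPM at D7 in the jejunum and ileum was 3.80 and 5.80 for *CLDN1*, 12.6 and 11.8 for *CLDN5*, and 18.6 and 16.6 for *CLDN12*.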

Expression of TJ protein genes segregated by small intestinal region, due to higher expression levels in the jejunum compared to the ileum (Fig. 4a). DE analysis of TJ protein genes also revealed that *CLDN2*, *CLDN3*, *CLDN4*, *CLDN7*, *CLDN15*, *CLDN19*, *CLDN23*, *OCLN*, *ZO1*, *ZO2* and *ZO3* were JE-enriched genes, while no IL-enriched genes were identified (Fig. 4b). 

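Of the named TJ protein genes, *CLDN2* (ENSBTAG00000005290), *CLDN3* (ENSBTAG00000040432), *CLDN4* (ENSBTAG00000026278), *CLDN7* (ENSBTAG00000019448) and *CLDN15* (ENSBTAG00000000345) are paired with identifiers. *CLDN2* had a log2 fold change (jejunum over ileum) of 1.87 (standard error 0.12, FDR = 8.8e-08) at D7 and 2.21 (standard error 0.30, FDR = 5.41e-05) at D21. At D42 it was 1.53 (standard error 0.56, FDR = 0.0454), which no longer passed the threshold with a replicate block, without the filter on low values or when any 1 of animals 2, 3, 4 and 5 was left out, and at D0 1.76 (FDR = 0.154). At D0 *CLDN2* passed with all ages and regions in 1 fit. With the Additional file 5 values in the ileum samples that do not follow that table, a setting chosen after seeing the data, *CLDN2* and *CLDN7* passed at D0, at 1.02 and 1.18. *CLDN7* passed the threshold at D7 with 1.30 (FDR = 1.1e-04), at D21 with 1.65 (FDR = 2.3e-05) and at D42 with 1.44 (FDR = 0.00698), and not at D0, with 0.88 (FDR = 0.321). At D0 it passed when animal 1 was left out, at 1.47. *CLDN3* did not pass it at any age. Its log2 fold change was -1.35 (FDR = 0.141) at D0, which passed toward the ileum with all ages and regions in 1 fit, and 1.00 (FDR = 0.0243) at D42, where CPM was 168 ± 28.9 (SD, n = 5) in the jejunum and 91.6 ± 47.3 (SD, n = 5) in the ileum, just under the fold change threshold, and with a pseudocount of 0.1 or median-ratio scaling, both chosen after seeing the data, it passed at D42, as it did when animal 4 or animal 5 was left out, at 1.19 and 1.30. *CLDN4* was higher in the ileum at D0, at -2.03 (standard error 0.40, FDR = 0.0388), with 13.7 ± 3.79 (SD, n = 3) CPM in the jejunum and 62.7 ± 33.2 (SD, n = 3) in the ileum. This call was lost with the replicate block and when animal 2 or animal 3 was left out. At D42 *CLDN4* had a log2 fold change of 0.92 (FDR = 0.185) toward the jejunum.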

Among these DE genes, *CLDN15* was highly expressed in jejunum versus ileum at all ages examined (Fig. 4b). In addition, the expression of *CLDN3*, *CLDN4*, *CLDN5* and *CLDN15* was upregulated at D7 when compared to D0 in the jejunum but no further changes after D7 were detected (Fig. 4c). In contrast, none of these genes were temporally DE in the ileum.

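*CLDN15* (ENSBTAG00000000345) passed the threshold as JE-enriched at D7, D21 and D42, with log2 fold changes of 2.94 (standard error 0.18, FDR = 7.2e-08), 3.01 (standard error 0.22, FDR = 3.5e-07) and 3.71 (standard error 0.60, FDR = 9.26e-04). At D0 the log2 fold change was 3.59 (standard error 0.99, FDR = 0.0683) and did not pass. CPM at D0 was 122 ± 5.03 (SD, n = 3) in the jejunum and 15.3 ± 13.2 (SD, n = 3) in the ileum, where the samples ranged from 1 to 27. The jejunum was higher than the ileum in each calf at every age. With all ages and regions in 1 fit, *CLDN15* also passed the threshold at D0, as it did when animal 1 was left out, at 2.45.

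**Figure D3:**
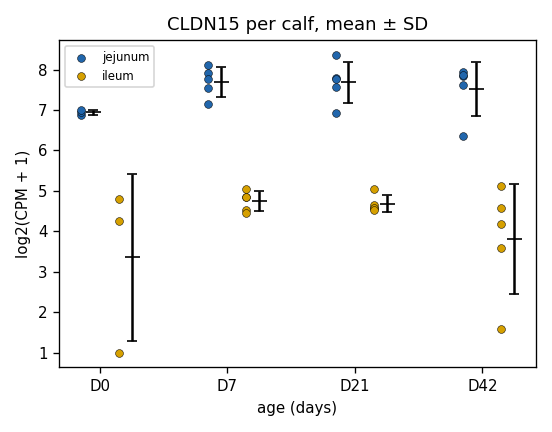
log2(CPM + 1) of *CLDN15* in each jejunum and ileum sample by age; each point is 1 sample, the horizontal bar is the mean and the error bar the SD (n = 3 at D0 and n = 5 at the other ages). The jejunum lies above the ileum at all ages, and the ileum spreads most at D0, where CPM ranges from 1 to 27.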

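In the jejunum from D0 to D7, *CLDN3* passed the threshold, with a log2 fold change of 1.49 (standard error 0.29, FDR = 0.00422) and CPM of 36.7 ± 3.06 (SD, n = 3) at D0 and 112 ± 51.1 (SD, n = 5) at D7. *CLDN4* increased by 1.72 (standard error 0.61, FDR = 0.0605) and did not pass, with CPM between 15 and 113 at D7. It passed when animal 2 or animal 3 of D7 was left out, at 2.11 and 2.00. *CLDN5* (ENSBTAG00000022020) increased by 0.64 (FDR = 0.0279) and *CLDN15* by 0.75 (FDR = 0.0188), past the FDR threshold and below a fold change of 2. After D7 none of the 4 genes passed it: from D7 to D21 the log2 fold changes were 0.38 (FDR = 0.845) for *CLDN3*, 0.17 (FDR = 0.976) for *CLDN4*, 0.43 (FDR = 0.837) for *CLDN5* and -0.0079 (FDR = 1.00) for *CLDN15*. From D21 to D42 the smallest FDR of the 4 was 0.793.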

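In the ileum from D0 to D7, the log2 fold changes were 0.015 (FDR = 0.988) for *CLDN3*, -0.12 (FDR = 0.911) for *CLDN4*, -0.75 (FDR = 0.339) for *CLDN5* and 1.40 (FDR = 0.344) for *CLDN15*. The sign of the *CLDN3* change reversed in 5 of the 8 fits that each left out 1 calf, and that of *CLDN4* in 2. With the values of Additional file 5 in the ileum samples that do not follow it, a setting chosen after seeing the data, the changes of *CLDN4* and *CLDN5* reversed to 0.72 and 0.13. For *CLDN5* the paper's value in Additional file 3 is -1.17, in the direction of the deposited values. The change from D0 to D7 differed between jejunum and ileum by 1.47 (FDR = 0.125) for *CLDN3*, 1.84 (FDR = 0.189) for *CLDN4*, 1.39 (FDR = 0.0544) for *CLDN5* and -0.65 (FDR = 0.620) for *CLDN15* in a test of the interaction, so none of these differences between the regions passed FDR < 0.05.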

**Fig. 4:**
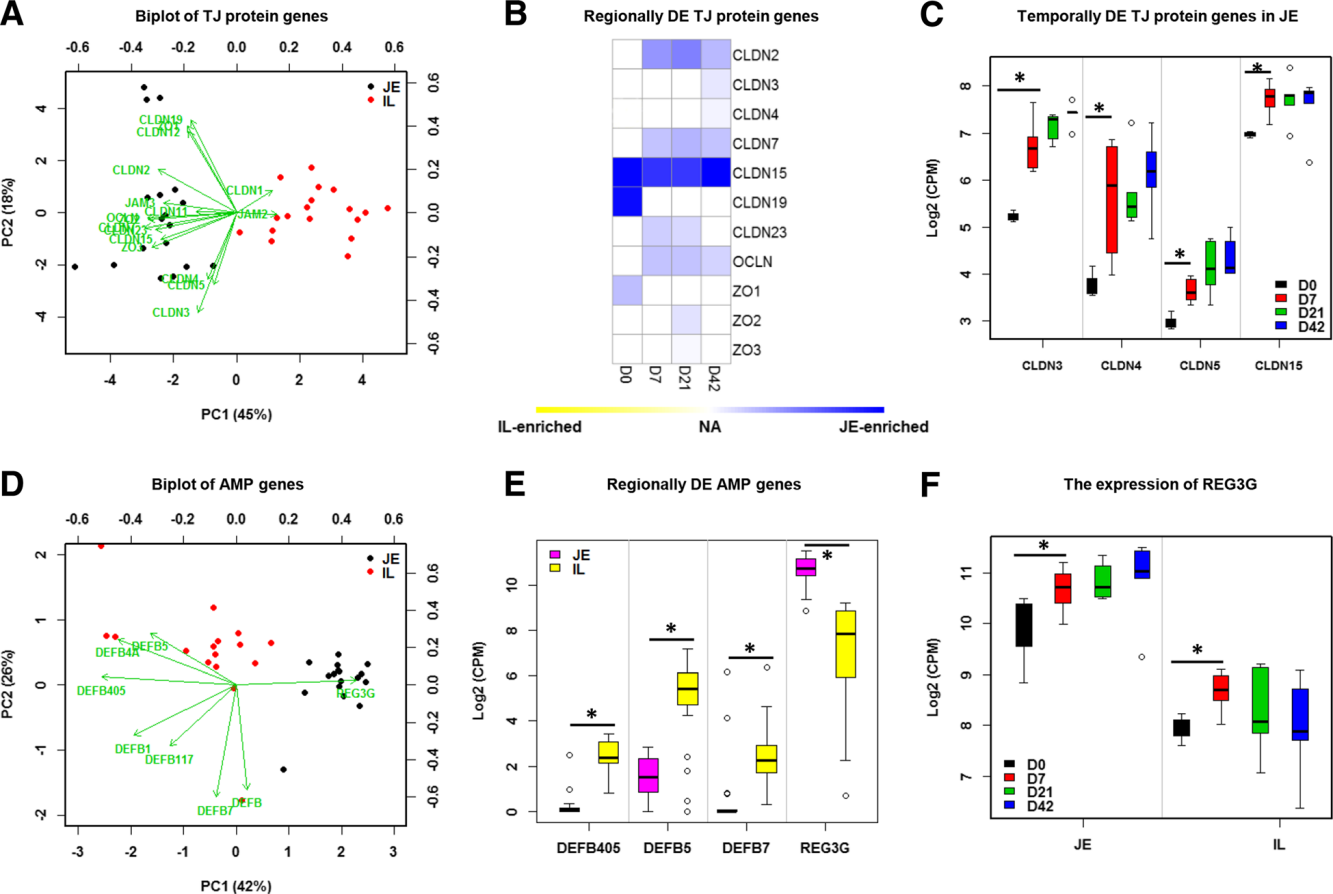
The expression pattern TJ protein genes. **a** Biplot of TJ protein genes. The X and Y-axis represent the first two principle components. The green arrow points to the samples with higher expression of the gene. **b** Regionally DE analysis of TJ protein genes. Blue means highly expressed in the jejunum and yellow means highly expressed in the ileum. **c** Temporally DE analysis of TJ protein genes. Y-axis depicts the gene expression level (log2 (CPM)). “*” means significantly difference identified by temporally DE analysis. **d** Biplot of AMP genes. **e** Regionally DE analysis of AMP genes. “*” means significantly difference identified by regionally DE analysis. **f** The expression pattern of REG3G in both jejunum and ileum. “*” means significantly difference identified by temporally DE analysis

For genes encoding antimicrobial peptides (AMPs), the expression of β-defensins (*DEFB*, including *DEFB1*, *DEFB4A*, *DEFB5*, *DEFB7*, *DEFB117*, *DEFB405*) and regenerating islet-derived 3-γ (*REG3G*) were detected by RNA-Seq (Fig. 4d). Between the two intestinal regions, *DEFB405*, *DEFB5* and *DEFB7* were IL-enriched genes, while *REG3G* was a JE-enriched gene (Fig. 4e). 

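*REG3G* (ENSBTAG00000007135) passed the threshold as JE-enriched at D7, D21 and D42, with log2 fold changes of 2.01 (standard error 0.25, FDR = 2e-05), 2.58 (standard error 0.37, FDR = 8.13e-05) and 4.00 (standard error 1.12, FDR = 0.0143). At D7 CPM was 1662 ± 524 (SD, n = 5) in the jejunum and 408 ± 113 (SD, n = 5) in the ileum. At D0 the log2 fold change was 4.49 (standard error 1.61, FDR = 0.117), with ileum samples from 2 to 149 CPM. With all ages and regions in 1 fit the call at D7 was lost and the call at D0 gained, and the call at D42 was lost when animal 2 was left out. The *DEFB* genes are not paired with identifiers in the tables at hand and were not analysed here.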

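*REG3G* CPM rose from 1025 ± 512 (SD, n = 3) at D0 to 1662 ± 524 (SD, n = 5) at D7 in the jejunum, a log2 fold change of 0.80 (standard error 0.39, FDR = 0.152) that did not pass the threshold. In the ileum it rose from 99.7 ± 84.6 (SD, n = 3) to 408 ± 113 (SD, n = 5), a log2 fold change of 3.28 (standard error 1.18, FDR = 0.309), which passed with all ages and regions in 1 fit. From D7 to D21 the log2 fold changes were 0.18 (FDR = 0.937) in the jejunum and -0.39 (FDR = 0.679) in the ileum.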

Besides, *REG3G* was upregulated from D0 to D7 but expression did not increase further after D7 in either the jejunum or ileum (Fig. 4f). None of the *DEFB* genes were identified as temporally DE.

Genes that encode mucins, such as *MUC1*, *MUC3A*, *MUC4*, *MUC12*, *MUC13*, *MUC19*, *MUC20* and *MUC21*, were detected by RNA-Seq (CPM > 1 in at leaset 50 % samples). No regionally DE mucin genes were identified. *MUC12* showed 3.6-fold decreased in jejunum and *MUC13* showed 2.3-fold decrease in ileum within the first week after birth.

### Toll-like receptor and NOD-like receptor genes expression pattern

Expression of Toll-like receptor (TLR) family genes including *TLR2*, *TLR3*, *TLR4*, *TLR5*, *TLR6*, *TLR7*, *TLR9*, and *TLR10*, and NOD-like receptor (NLR) family genes including *NOD1*, *NOD2*, *NLRC4*, *NLRC5*, *NLRP1*, *NLRP3*, *NLRP6*, and *NLRX1* were detected by RNA-Seq (Fig. 5a). 

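Identifiers are paired with *TLR2*, *TLR4*, *NLRC5* and *NLRP3*. *TLR2* had CPM > 1 in 17 of the 18 jejunum samples and all 18 ileum samples, and *TLR4*, *NLRC5* and *NLRP3* had it in all samples of both regions. At D7 CPM in the jejunum was 3.00 ± 1.22 (SD, n = 5) for *TLR2*, 7.40 ± 1.82 (SD, n = 5) for *TLR4*, 67.8 ± 20.8 (SD, n = 5) for *NLRC5* and 9.80 ± 5.72 (SD, n = 5) for *NLRP3*.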

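*TLR2* (ENSBTAG00000008008) and *TLR4* (ENSBTAG00000006240) passed the threshold as IL-enriched at all 4 ages. The log2 fold changes (jejunum over ileum) of *TLR2* were -2.10 (FDR = 0.0181) at D0, -2.14 (FDR = 6.11e-06) at D7, -1.70 (FDR = 9.7e-05) at D21 and -1.31 (FDR = 0.0187) at D42. Those of *TLR4* were -1.56 (FDR = 0.0346), -1.98 (FDR = 9.08e-07), -1.62 (FDR = 4.24e-05) and -1.32 (FDR = 0.0204). Neither gene passed at D0 with the replicate block or when animal 2 or animal 3 was left out, or at D42 when animal 2, 4 or 5 was left out. *NLRP3* (ENSBTAG00000001273) was IL-enriched at D7 only, at -1.45 (standard error 0.48, FDR = 0.0184), with 9.80 ± 5.72 (SD, n = 5) CPM in the jejunum and 27.2 ± 13.3 (SD, n = 5) in the ileum, and this call was lost when animal 2 or animal 3 was left out and with median-ratio scaling, chosen after seeing the data. At D0, D21 and D42 its log2 fold change was -0.89 (FDR = 0.313), -0.81 (FDR = 0.150) and -0.60 (FDR = 0.275).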

When comparing the two intestinal regions, *NLRP6* was a JE-enriched gene, while *TLR2*, *TLR4*, *TLR6*, *TLR9*, *TLR10*, *NLRP3*, *NLRP13*, *NOD1* and *NOD2* were IL-enriched but this difference varied with age (Fig. 5b). When gene expression was compared for different ages, *NLRP3* was temporally DE in both jejunum and ileum and was significantly higher at D7 versus D0 with no further change in expression after D7 (Fig. 5c). 

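*NLRP3* CPM was 2.67 ± 1.15 (SD, n = 3) at D0 and 9.80 ± 5.72 (SD, n = 5) at D7 in the jejunum, a log2 fold change of 1.37 (standard error 0.50, FDR = 0.0675), and 6.67 ± 4.51 (SD, n = 3) and 27.2 ± 13.3 (SD, n = 5) in the ileum, a log2 fold change of 1.93 (standard error 0.57, FDR = 0.309). Neither change passed the threshold. The jejunal one did when animal 2 of D7 was left out, at 1.78, and the ileal one did with all ages and regions in 1 fit. From D7 to D21 the log2 fold change was 0.15 (FDR = 0.976) in the jejunum and -0.49 (FDR = 0.679) in the ileum, and from D21 to D42 -0.047 (FDR = 0.988) and -0.25 (FDR = 0.884).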

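From D0 to D7, *TLR2* had a log2 fold change of 0.21 (FDR = 0.654) in the jejunum and 0.25 (FDR = 0.422) in the ileum, and *TLR4* of -0.014 (FDR = 0.967) and 0.41 (FDR = 0.353). Over the later comparisons the largest change was in *TLR2* from D7 to D21 in the jejunum, at 0.71 (FDR = 0.833). Neither gene passed the threshold in any of the 6 age comparisons. With settings chosen after seeing the data, the change of *TLR4* in the jejunum reversed to 0.072 (median-ratio scaling), and the ileal changes of *TLR2* and *TLR4* reversed to -0.38 and -0.086 (Additional file 5 values in the ileum samples that do not follow that table).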

None of the TLR genes were identified as temporally DE genes.

**Fig. 5:**
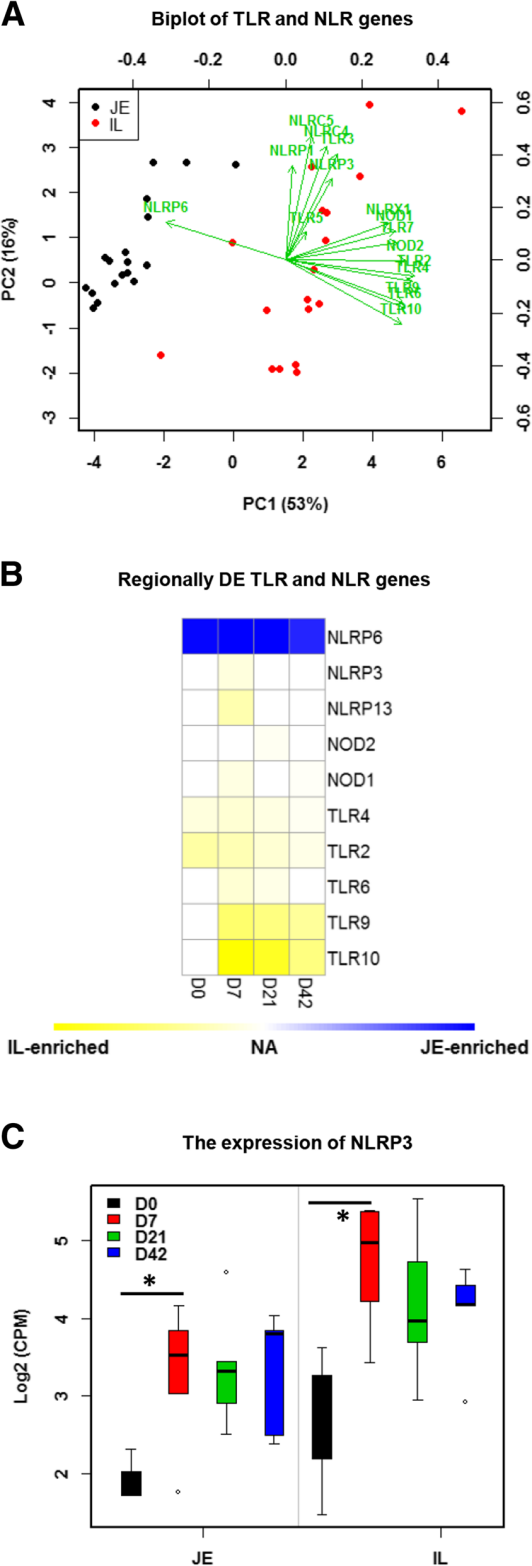
The expression pattern TLR and NLR genes. **a** Biplot of TLR and NLR genes. The X and Y-axis represent the first two principle components. The green arrow points to the samples with higher expression of the gene. **b** Regionally DE analysis of TLR and NLR genes. Blue means highly expressed in the jejunum and yellow means highly expressed in the ileum. **c** Boxplot of expression pattern of NLRP3 in the jejunum and ileum. Y-axis depicts the gene expression level (log2 (CPM)). “*” means significantly difference identified by temporally DE analysis

### Expression patterns for T and B cell lineage-specific genes and IgA production-related genes

Among the T cell lineage-specific genes detected, no temporal or regional effect was observed for the expression of Cluster of Differentiation (*CD*) *3D*, *CD3E*, *CD3G* or *CD247* (Fig. 6a). 

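None of *CD3D* (ENSBTAG00000006452), *CD3E* (ENSBTAG00000015710), *CD3G* (ENSBTAG00000006453) and *CD247* (ENSBTAG00000012700) passed the threshold between regions at any age or between ages in either region. The largest regional log2 fold change was that of *CD3D* at D0, at 1.04 (standard error 0.38, FDR = 0.119), with 38.3 ± 7.51 (SD, n = 3) CPM in the jejunum and 19.3 ± 10.1 (SD, n = 3) in the ileum. It passed with all ages and regions in 1 fit, and with the Additional file 5 values in the ileum samples that do not follow that table, at 1.27, a setting chosen after seeing the data. At D7 the regional log2 fold changes were 0.012 (FDR = 0.969) for *CD3D*, 0.074 (FDR = 0.807) for *CD3E*, 0.10 (FDR = 0.743) for *CD3G* and -0.29 (FDR = 0.295) for *CD247*. Between ages the largest change was that of *CD3D* in the ileum from D0 to D7, at 0.86 (FDR = 0.315), which passed with those Additional file 5 values, at 1.10. In the jejunum from D0 to D7 the log2 fold changes ranged from -0.17 for *CD3D* to 0.12 for *CD3E*.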

A significant increase in forkhead box P3 (*FOXP3*) gene expression was detected in both jejunum and ileum during the first week of life (Fig. 6b). For the expression of detected B cell lineage-specific genes, *CD79A* and *CD79B* were IL-enriched genes (Fig. 6c). 

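*CD79A* (ENSBTAG00000001882) and *CD79B* (ENSBTAG00000044204) passed the threshold as IL-enriched at D7, D21 and D42. The log2 fold change of *CD79A* was -5.06 (standard error 0.29, FDR = 5.37e-08) at D7, -4.42 (FDR = 6.74e-08) at D21 and -2.77 (FDR = 0.00443) at D42, and that of *CD79B* -5.83 (standard error 0.40, FDR = 1.71e-07), -5.48 (FDR = 2.67e-08) and -3.47 (FDR = 0.00274). At D7 CPM of *CD79A* was 8.40 ± 4.77 (SD, n = 5) in the jejunum and 290.0 ± 69.9 (SD, n = 5) in the ileum. At D0 the log2 fold changes were -5.06 (standard error 1.47, FDR = 0.0770) and -5.65 (standard error 1.62, FDR = 0.0741), and neither passed. The ileum samples of D0 ranged from 10 to 387 CPM of *CD79A* and from 7 to 313 of *CD79B*, with the lowest values in animal 1, which does not follow Additional file 5. Both genes passed at D0 with all ages and regions in 1 fit, and when animal 1 was left out, at -7.26 and -8.26.

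**Figure D4:**
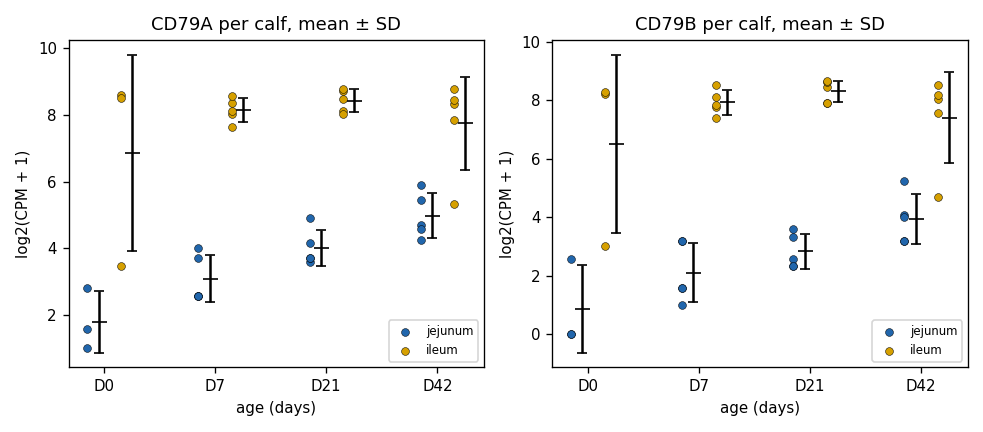
log2(CPM + 1) of *CD79A* (left) and *CD79B* (right) in each jejunum and ileum sample by age; each point is 1 sample, the horizontal bar is the mean and the error bar the SD (n = 3 at D0 and n = 5 at the other ages). The ileum lies above the jejunum except that 1 ileum sample of D0 and 1 of D42 lie near the jejunum, at 10 and 39 CPM of *CD79A*.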

The expression of these genes increased significantly with age in the jejunum (Fig. 6c), and no temporal change was observed for ileum (Fig. 6c).

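In the jejunum mean CPM of *CD79A* was 3.00 ± 2.65 (SD, n = 3) at D0, 8.40 ± 4.77 (SD, n = 5) at D7, 16.2 ± 7.53 (SD, n = 5) at D21 and 33.6 ± 17.1 (SD, n = 5) at D42, and that of *CD79B* 1.67 ± 2.89, 4.20 ± 3.49, 6.60 ± 3.21 and 16.8 ± 11.9. Each step between adjacent ages was upward and none passed the threshold, although the step from D0 to D7 did when animal 1 of D0 was left out, at 1.80 for *CD79A* and 2.10 for *CD79B*. The log2 fold changes of *CD79A* were 1.29 (FDR = 0.0634), 0.92 (FDR = 0.833) and 0.97 (FDR = 0.793), and those of *CD79B* 1.24 (FDR = 0.207), 0.73 (FDR = 0.837) and 1.11 (FDR = 0.793). In the ileum from D0 to D7 they were 1.29 (FDR = 0.468) and 1.42 (FDR = 0.449). The change from D0 to D7 differed between the regions by -0.00083 (FDR = 1.00) and -0.18 (FDR = 0.946) in a test of the interaction. The ileum samples of D0 held 10, 387 and 363 CPM of *CD79A* and 7, 299 and 313 of *CD79B* in animals 1, 2 and 3. Animal 1 does not follow Additional file 5. With 1 sample left out, the ileal changes ranged from -0.40 to 2.17 and from -0.33 to 2.31. The interaction for these genes is not given without animal 1, so it does not show that the regions changed alike.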

**Fig. 6:**
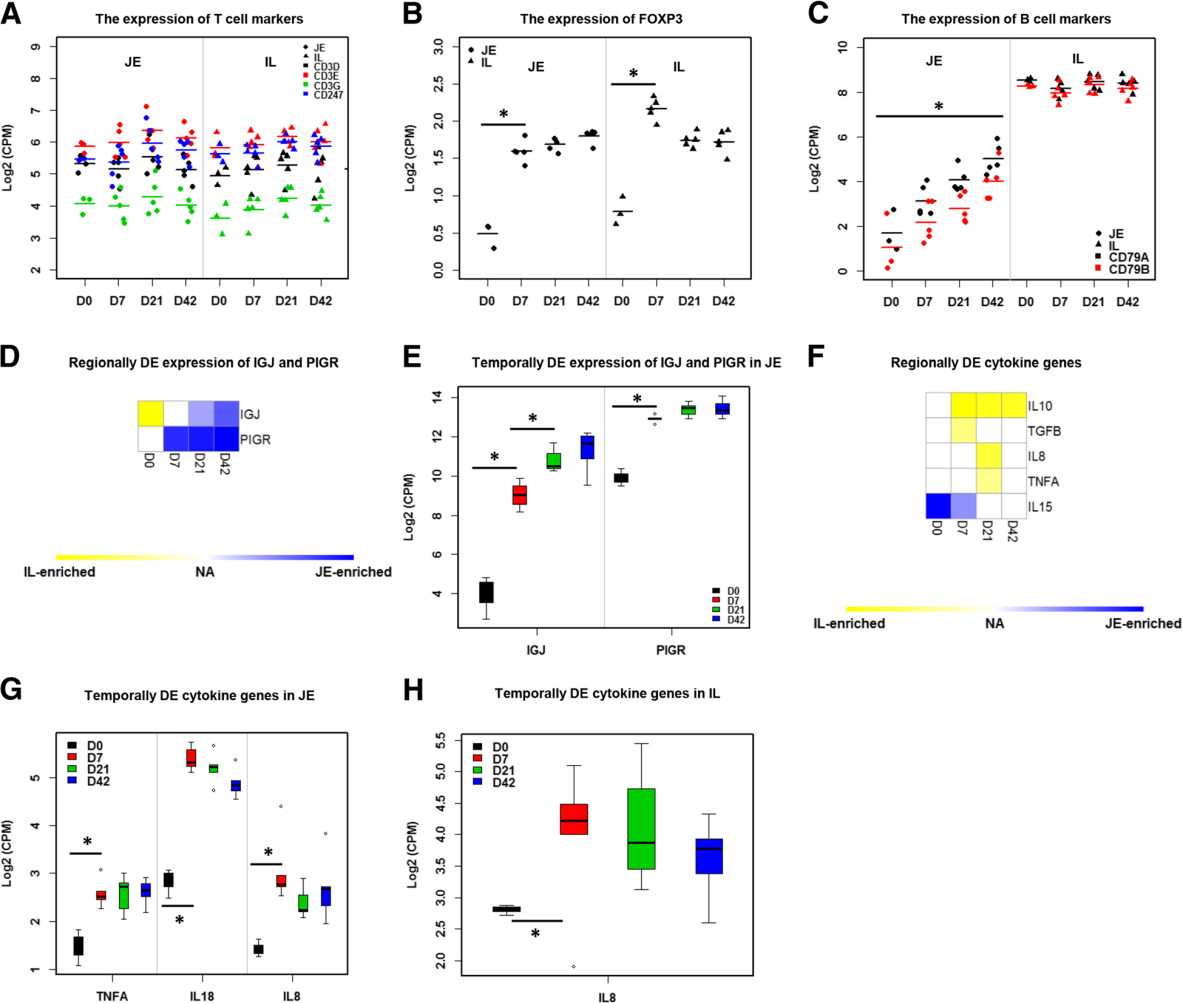
The expression pattern of adaptive immune-related genes and cytokine genes. **a** Dot plot of the expression of T cell markers (CD3 subunits and CD247). Each dot represents the gene expression each sample. Y-axis represents the gene expression level (log2 (CPM)). Y-axis represents the ages. **b** Dot plot of the expression of Treg marker (FOXP3). “*” means significantly difference identified by temporally DE analysis. **c** Dot plot of the expression of B cell markers (CD79 subunits). **d** Regionally DE analysis of IGJ and PIGR. Blue means highly expressed in the jejunum and yellow means highly expressed in the ileum. **e** Temporally DE analysis of IGJ and PIGR in the jejunum. **f** Regionally DE analysis of cytokine genes. **g** Temporally DE analysis of cytokine genes in the jejunum. **h** Temporally DE analysis of cytokine genes in the ileum

For genes encoding immunoglobulins, the expression of immunoglobulin J chain (*IGJ*) and polymeric immunoglobulin receptor (*PIGR*) were detected by RNA-Seq in both jejunum and ileum. 

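*IGJ* (ENSBTAG00000018531) and *PIGR* (ENSBTAG00000019798) had CPM > 1 in all 18 samples of each region. The lowest *IGJ* values were those of the jejunum at D0, between 5 and 27 CPM, and the lowest *PIGR* value was 91 CPM in the ileum at D0.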

*IGJ* showed higher expression in the ileum at D0 compared to the jejunum, but subsequently higher expression was detected in the jejunum after D21 (Fig. 6d). Moreover, *PIGR* was a JE-enriched gene from D7 onward (Fig. 6d). 

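The log2 fold change of *IGJ* (jejunum over ileum) was -4.20 (standard error 1.37, FDR = 0.0972) at D0, -0.57 (standard error 0.32, FDR = 0.141) at D7, 0.90 (standard error 0.26, FDR = 0.0103) at D21 and 2.32 (standard error 0.90, FDR = 0.0567) at D42. No age passed both thresholds. At D0 CPM was 17.3 ± 11.2 (SD, n = 3) in the jejunum and 554 ± 486 (SD, n = 3) in the ileum, and at D42 2852 ± 1559.5 (SD, n = 5) and 733 ± 419 (SD, n = 5). *IGJ* passed at D0 and D42 with all ages and regions in 1 fit, at D0 without animal 1, at -6.14, at D21 without animal 4, at 1.08, and at D42 without animal 3, at 2.98. Under settings chosen after seeing the data, it passed at D21 and D42 with median-ratio scaling, at 1.10 and 2.49. It passed at D42 without the ileum sample of animal 1, whose values do not follow Additional file 5, at 1.42, and with the Additional file 5 values in the samples that do not follow that table it passed at D0, at -5.49, and at D42, at 1.41.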

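*PIGR* passed the threshold as JE-enriched at D7, D21 and D42, with log2 fold changes of 2.73 (standard error 0.30, FDR = 6.91e-06), 3.21 (standard error 0.40, FDR = 2.55e-05) and 3.55 (standard error 0.32, FDR = 1.09e-04). CPM at D7 was 7516 ± 926 (SD, n = 5) in the jejunum and 1238 ± 584 (SD, n = 5) in the ileum. At D0 the log2 fold change was 1.10 (standard error 0.98, FDR = 0.466).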

Both *IGJ* and *PIGR* showed remarkably increased expression when comparing D7 to D0, and the expression of *IGJ* continued to increase until D21 in the jejunum (Fig. 6e) but neither gene displayed temporal DE in ileum.

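From D0 to D7 in the jejunum, *IGJ* rose by a log2 fold change of 5.05 (standard error 0.50, FDR = 8.2e-05) and *PIGR* by 2.99 (standard error 0.24, FDR = 2.21e-05), both past the threshold. Mean CPM of *IGJ* went from 17.3 ± 11.2 (SD, n = 3) to 551 ± 254 (SD, n = 5), and that of *PIGR* from 971 ± 294 (SD, n = 3) to 7516 ± 926 (SD, n = 5). From D7 to D21 *IGJ* rose further by 1.78 (standard error 0.35, FDR = 0.309), which did not pass. In the ileum from D0 to D7 the log2 fold changes were 1.42 (FDR = 0.405) for *IGJ* and 1.36 (FDR = 0.363) for *PIGR*. The change differed between the regions by 3.63 (FDR = 0.0548) for *IGJ* and 1.63 (FDR = 0.217) for *PIGR* in a test of the interaction.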

### Altered expression patterns for cytokine genes

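Of these cytokine genes, *IL7* and *IL18* are paired with identifiers. Both had CPM > 1 in all 18 samples of the jejunum and all 18 of the ileum. At D7 *IL7* CPM was 6.00 ± 2.12 (SD, n = 5) in the jejunum and 3.40 ± 0.548 (SD, n = 5) in the ileum, and *IL18* CPM 40.8 ± 7.46 (SD, n = 5) and 26.0 ± 3.67 (SD, n = 5).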

The expression of interleukin (*IL*)-10,−7,−8,−15, and−18, tumor necrosis factor α (*TNFA*) and transforming growth factor β (*TGFB*) were detected by RNA-Seq in the small intestine samples. *IL8*, *IL10*, *TGFB* and *TNFA* were identified as IL-enriched genes, whereas, *IL15* was a JE-enriched gene (Fig. 6f). The expression of *IL8*, *IL18* and *TNFA* increased within the first week in the jejunum but no further increase was detected after D7 (Fig. 6g). Similarly, the expression of *IL8* increased within the first week but no further changes were detected in ileum collected from older animals (Fig. 6h).

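*IL18* (ENSBTAG00000000277) rose in the jejunum from 6.33 ± 1.15 (SD, n = 3) CPM at D0 to 40.8 ± 7.46 (SD, n = 5) at D7, a log2 fold change of 2.51 (standard error 0.18, FDR = 1.23e-05) that passed the threshold. From D7 to D21 it changed by -0.19 (FDR = 0.883) and from D21 to D42 by -0.33 (FDR = 0.793). In the ileum the change from D0 to D7 was 0.70 (FDR = 0.440), and its difference from that in the jejunum 1.81 (FDR = 0.0528) in a test of the interaction. The ileal change reversed to -0.19 with the Additional file 5 values in the ileum samples that do not follow that table, a setting chosen after seeing the data.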

### Integrated analysis of miRNA and mRNA expression

In our previous study, the majority of temporally DE miRNAs were identified in D7 *vs* D0 comparison when analyzing the same tissue samples used for the present study [12]. In the present study, we focused on the potential regulatory role of miRNAs during the first week due to the dynamic changes in gene expression observed during this same time interval. Possible regulatory relationships between DE miRNAs (Additional file 8, obtained from our previously published paper [12]) and DE mRNAs (Additional file 3) were identified based on two criteria: computational target prediction and DE miRNAs displaying opposite expression patterns from their predicted targets. In total, 3206 miRNA-mRNA (83 miRNAs and 1180 mRNAs) pairs and 1367 miRNA-mRNA (73 miRNAs and 570 mRNAs) pairs were identified in the jejunum and ileum, respectively. The miRTarBase was used to further identify the miRNA-mRNA regulatory pairs that have been experimentally validated by previous studies [14]. In total, 36 miRNA-mRNA (10 miRNAs and 36 mRNAs) pairs and 10 miRNA-mRNA (4 miRNAs and 10 mRNAs) pairs were identified in the jejunum and ileum, respectively (Additional file 9). *CLDN1*, *CLDN4*, *IL8* (the targets of miR-335) and *NLRP3* (the target of miR-100) were related to the barrier and mucosal immune functions (Additional file 9). When their expression was compared, the expression of miR-335 was downregulated (CPM from 66.8 ± 11.9 to 22.3 ± 8.9), and its predicted targets, *CLDN1* (CPM from 2.1 ± 0.8 to 6.1 ± 1.3) and *CLDN4* (CPM from 44.2 ± 1.9 to 77.2 ± 12.6), showed upregulation in the ileum within the first week post-partum. 

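In the ileum *CLDN1* (ENSBTAG00000013148) was at 4.00 ± 3.61 (SD, n = 3) CPM at D0 and 5.80 ± 1.92 (SD, n = 5) at D7, a log2 fold change of 0.66 (standard error 0.48, FDR = 0.426). *CLDN4* was at 62.7 ± 33.2 (SD, n = 3) CPM at D0 and 63.2 ± 37.0 (SD, n = 5) at D7, a log2 fold change of -0.12 (standard error 0.58, FDR = 0.911). Neither change passed the threshold, and the sign of the *CLDN4* change reversed with the Additional file 5 values in the ileum samples that do not follow that table, a setting chosen after seeing the data, to 0.72.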

Meanwhile, miR-335 was also predicted to target *IL8* (CPM from 6.0 ± 0.2 to 18.0 ± 4.9), which was upregulated in the ileum within the first week. In addition, miR-100 (CPM from 1600.8 ± 61.1 to 745.9 ± 57.0) was downregulated while its predicted target gene, *NLRP3* (CPM from 6.5 ± 2.3 to 27.2 ± 7.5), was upregulated in the jejunum.

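In the jejunum *NLRP3* was at 2.67 ± 1.15 (SD, n = 3) CPM at D0 and 9.80 ± 5.72 (SD, n = 5) at D7, with single samples between 2 and 17 CPM at D7.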

### Validation of differentially expressed mRNAs

Reverse transcription quantitative real-time PCR (RT-qPCR) analysis was used to validate the expression of the following genes: *CLDN1* and *CLDN4* from TJ proteins; *TLR2*, *TLR4*, *TLR6* and *TLR10* from TLR gene family; *FOXP3* as Treg marker; *IL8*, *IL10*, *TGFB*, *TNFA* for cytokines. Expression of *TLR2*, *TLR4*, *TLR6*, *TLR10* and *IL10* was significantly higher (*P* < 0.05) in the ileum than the jejunum, which was consistent with RNA-Seq data (Fig. 7). Although *CLDN4* and *OCLN* were identified as JE-enriched genes by RNA-Seq, no significant regional difference was detected by RT-qPCR (Fig. 7). The RNA-Seq showed that the expression of *CLDN4*, *FOXP3* and *IL8* increased from D0 to D7 in both jejunum and ileum, and this observation was validated by RT-qPCR (Fig. 7). In addition, RT-qPCR results revealed temporally DE genes within the first week that were not detected by RNA-Seq. For example, the expression *CLDN1* and *OCLN* were up-regulated within the first week post-partum for both jejunum and ileum. *IL10* and *TLR6* also showed increased expression in the jejunum and ileum, respectively, from D0 to D7 (Fig. 7). Moreover, RT-qPCR also detected temporally DE genes after the first week post-partum which were not identified as significant changes by RNA-Seq. For example, expression of *CLDN1* and *CLDN4* was downregulated when comparing D21 to D7; while *TGFB* was downregulated from D7 to D21 in both intestinal regions (Fig. 7).

**Fig. 7:**
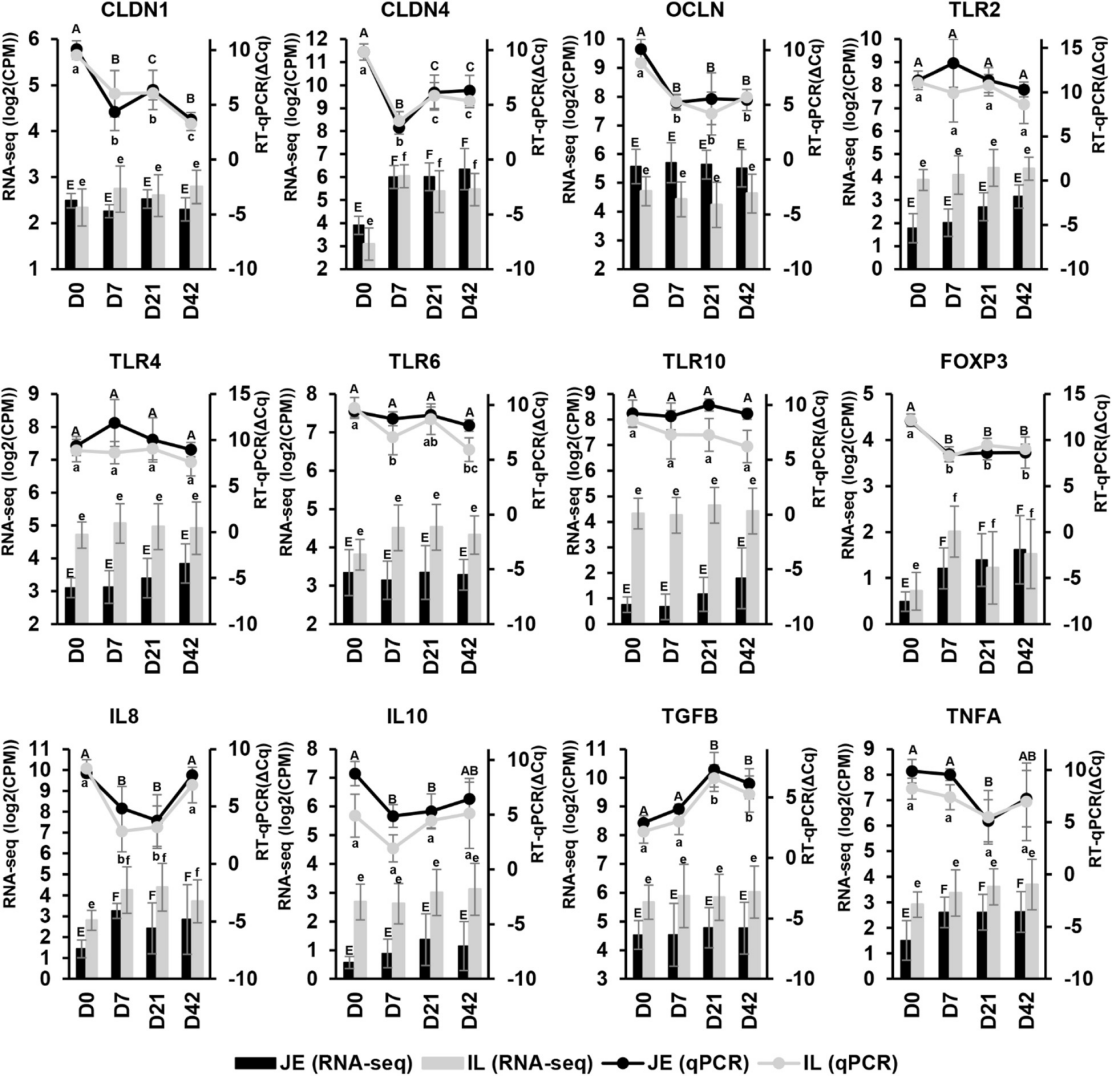
RT-qPCR validation of selected DE genes identified by RNA-Seq. The gene expressions detected by RT-qPCR are shown by line graphs (*black*: jejunum; *grey*: ileum) on the top and values are shown on the right Y-axis as relative expression (ΔCq). Lower ΔCq values represent higher gene expression levels and vice versa. The gene expressions detected by RNA-Seq are shown by bar graphs (*black*: jejunum; *grey*: ileum) on the bottom and values are shown on the left Y-axis as log2 (CPM). A, B, C - indicate significant expression difference detected via RT-qPCR between different ages in the jejunum. a, b, c - indicate significant expression difference detected via RT-qPCR between different ages in the ileum. E, F - indicate significant expression difference detected via RNA-Seq between different ages in the jejunum. e, f - indicate significant expression difference detected via RNA-Seq between different ages in the ileum. Data are presented as Mean ± Standard deviation. Significantly regional difference were not labelled in the figure. TLR2, TLR4, TLR6, TLR10 and IL10 were validated as IL-enriched genes by RT-qPCR (ANOVA, *P* < 0.05)

### Associations between intestinal content- and tissue-associated total bacteria populations and host gene expression

To test the relationship between host gene expression and bacterial colonization during early life, a Pearson’s correlation analysis was performed between 12 genes validated by RT-qPCR and the 16S rRNA gene copy number for content-associated and tissue-associated total bacteria in the small intestine (Table 1). The content-associated total bacterial population was negatively correlated with *TLR6* and *TNFA* at D7 and with *TLR4*, *OCLN* and *IL8* at D42 in the jejunum (Table 1). No significant correlation was observed between content-associated total bacterial population and host gene expression in the ileum (Table 1). The same analysis for the tissue-associated total bacterial population revealed a negative correlation in the jejunum with *TLR4*, *TLR6*, *TLR10* and *OCLN* at D21 and *TLR6* and *TLR10* at D42 (Table 1). A positive correlation between the tissue-associated total bacterial population was observed for *TLR2*, *TLR4*, *CLDN1* and *OCLN* at D7 in the ileum (Table 1).

**Table 1:** Correlation between content-and tissue-associated total bacteria population and host gene expression

	Content associated						Tissue associated					
	JE			IL			JE			IL		
	D7	D21	D42	D7	D21	D42	D7	D21	D42	D7	D21	D42
TLR2	NS	NS	NS	NS	NS	NS	NS	NS	NS	0.87*	NS	NS
TLR4	NS	NS	−0.84*	NS	NS	NS	NS	−0.89*	NS	0.82*	NS	NS
TLR6	−0.85*	NS	NS	NS	NS	NS	NS	−0.94**	−0.87	NS	NS	NS
TLR10	NS	NS	NS	NS	NS	NS	NS	−0.84*	−0.86	NS	NS	NS
CLDN1	NS	NS	NS	NS	NS	NS	NS	NS	NS	0.85*	NS	NS
CLDN4	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS
OCLN	NS	NS	−0.81*	NS	NS	NS	NS	−0.87*	NS	0.83*	NS	NS
IL8	NS	NS	−0.98**	NS	NS	NS	NS	NS	NS	NS	NS	NS
IL10	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS
TGFB	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS
TNFA	−0.84*	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS
FOXP3	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS

*NS* Not significant

*:*P* < 0.05

**:*P* < 0.01

## Discussion

Prior to weaning, the ruminant small intestine plays a vital role in nutrient absorption and immune function that is similar to monogastric animals. In the present study, whole transcriptome analysis was applied to the analysis of global gene expression patterns for two regions (jejunum and ileum) of the small intestine of neonatal calves. Understanding the whole transcriptome is essential for revealing the breadth of molecular events within cells and tissues, and also for understanding complex developmental processes [15]. Our in-depth analysis revealed significant regional and temporal expression patterns in the whole transcriptome of the bovine small intestine. Because a primary objective was to characterize mucosal immune system development during early life, we focused on the enriched immune-related genes. Therefore, the discussion will focus on 1) regional difference between the two intestinal regions and the distinct temporal changes that occur within each region; and 2) temporal changes that were significantly related to microbial colonization and miRNAs regulation.

Significant differences in expression of immune-related and barrier function-related genes were observed between ileum and jejunum at D0. 

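At D0, on the log2(CPM + 1) scale, *CLDN15* was 12.1-fold higher in the jejunum (FDR = 0.0683) and *REG3G* 22.5-fold higher (FDR = 0.117), and neither passed the threshold. *TLR2* was 4.27-fold higher in the ileum (FDR = 0.0181) and *TLR4* 2.95-fold higher (FDR = 0.0346), and both passed it. CPM of *TLR2* was 2.33 ± 0.577 (SD, n = 3) in the jejunum and 13.3 ± 3.21 (SD, n = 3) in the ileum, and that of *TLR4* 7.33 ± 0.577 (SD, n = 3) and 24.3 ± 7.37 (SD, n = 3). With the replicate block, or when animal 2 or animal 3 was left out, *TLR2* and *TLR4* no longer passed.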

For example, higher expression of *CLDN15* (fold change = 13.3), *CLDN19* (fold change = 13.7), *REG3G* (fold change = 17.1) and *IL15* (fold change = 5.7) were observed in jejunum versus ileum, while higher expression of *TLR2* (fold change = 5.5) and *TLR4* (fold change = 5.8) were observed in ileum versus jejunum. These results suggest that the mucosal immune system of these two intestinal tissues may have significantly different development in utero. Such change may be associated with the variation in microbial colonization after vaginal delivery, further studies on analyzing the differences of microbial community between the jejunum and ileum at D0 will provide more knowledge on this process.

The transcriptomic analysis identified IL-enriched immune-related genes (compared to jejunum) with functions related to “B cell activation”. Ileum is a site where extensive mucosa-associated lymphoid tissue (MALT) develops in utero and this specific MALT functions as site of a pre-immune B cell development in young calves [16]. Thus, the systematic functional analysis of IL-enriched immune-related genes reflects the functional specialization of the ileal MALT. In contrast to the ileum, greater expression of complement functional pathway-related genes was detected in the jejunum. 

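Of the 20 genes that Additional file 7 lists under “complement and coagulation cascades”, 7 were JE-enriched and 0 IL-enriched at D0. At D7, 10 were JE-enriched and 1 IL-enriched, and at each of D21 and D42 11 were JE-enriched and 0 IL-enriched. The median log2 fold change (jejunum over ileum) of the 20 genes was 0.24 at D0, 1.03 at D7, 1.85 at D21 and 1.73 at D42. The list was drawn up by the authors for changes with age in the jejunum. Over all 13942 genes, the replicate block left 2 JE-enriched genes at D0, and leaving out animal 2 or animal 3 left 0. At most 2 of the 7 calls at D0 could therefore hold with the block, and 0 without either animal.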

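*C3* (ENSBTAG00000017280) passed the threshold as JE-enriched at all 4 ages, with log2 fold changes of 2.34 (standard error 0.50, FDR = 0.0431) at D0, 1.09 (standard error 0.37, FDR = 0.0211) at D7, 2.00 (standard error 0.46, FDR = 0.00243) at D21 and 2.06 (standard error 0.58, FDR = 0.0148) at D42. The supplementary tables list *C5* (ENSBTAG00000012210), which also passed at all 4 ages, with 4.16 (FDR = 0.00772), 3.54 (FDR = 5.01e-08), 4.12 (FDR = 1.98e-07) and 4.31 (FDR = 2.61e-04). At D7 CPM of *C5* was 434 ± 98.3 (SD, n = 5) in the jejunum and 36.6 ± 11.5 (SD, n = 5) in the ileum. With the replicate block, or when animal 2 or animal 3 was left out, neither gene passed at D0. *C3* also did not pass at D0 without animal 1, at D7 with all ages and regions in 1 fit or without animal 3, 4 or 5, and at D42 without animal 2 or 4.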

For example, higher expression of complement component 3 (*C3*) (fold change = 2.5) and complement component 5a (*C5a*) (fold change = 4.8) were observed in jejunum versus ileum. *C3* plays a key role in the activation of the complement system, and *C5a* is crucial in the downstream functions of the complement cascade, which can recruit phagocytic cells to the infection sites [17]. The complement system plays a role in the inflammatory response to microorganisms and the recruitment of phagocytic cells [17]. This is one of the earliest innate immune functions to be fully established in mucosal tissues of newborn human infants [18]. Our transcriptional analysis of the complement functional pathway-related genes reveals that there may be significant differences in early innate immune competence of the jejunum versus ileum of newborn calves.

We also observed significant regional difference for the expression of both T and B cell lineage-specific genes. It was not surprising to observe higher expression of the B cell lineage specific *CD79A* and *CD79B* genes in ileum versus jejunum due to the abundance of B cell lymphoid follicles in the ileal submucosa of newborn calves [19]. The humoral adaptive immune response at mucosal surfaces is mediated primarily by IgA antibody [20], which is secreted by IgA-producing plasma cells. Our transcriptomic analysis revealed that the abundance of IgA complex mRNA was higher in jejunum than ileum (*IGJ* fold change = 2.5; *PIGR* with fold change = 3.2), which is consistent with a previous report that the jejunal but not the ileal PPs function as immune induction sites for IgA antibody responses [21]. Furthermore, we observed an age-dependent increase in the expression of B cell lineage-specific genes in the jejunum but not the ileum, which is consistent with the post-natal development of adaptive immune function in the jejunum. 

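Mean *IGJ* CPM was lower in the jejunum than the ileum at D0 and D7 and higher at D21 and D42: at D21 it was 1865 ± 849 (SD, n = 5) in the jejunum and 943 ± 204 (SD, n = 5) in the ileum, on the log2(CPM + 1) scale a 1.87-fold difference (FDR = 0.0103). On the same scale *PIGR* was higher in the jejunum at all ages, 2.15-fold at D0 (FDR = 0.466), 6.63-fold at D7 (FDR = 6.91e-06), 9.28-fold at D21 (FDR = 2.55e-05) and 11.7-fold at D42 (FDR = 1.09e-04). Only *PIGR* from D7 onward passed the threshold. At D0 CPM of *PIGR* was 1288, 708 and 916 in the jejunum and 1281, 713 and 91 in the ileum of animals 1, 2 and 3, and without animal 3 the log2 fold change was -0.0011.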

No regional differences in IgA concentration were detected when analyzing samples collected from the lumen of ileal and jejunal samples (data not shown). This result is not consistent with transcriptional data which indicates that the jejunum is the site for greater production (IGJ gene) and secretion (PIGR) of IgA than the ileum (Fig. 6d and e).

The RNA-Seq data also revealed greater expression of TJ protein genes, such as *CLDN3*, *CLDN4*, *OCLN*, *ZO1*, *ZO2* and *ZO3*, in the jejunum than that in the ileum. These genes encode proteins that regulate intestinal permeability [22] and increased expression of these genes may lead to reduce intestinal permeability and increase barrier function. These observations would support the conclusion that the jejunum is better protected than the ileum against the invasion of pathogenic bacteria [23]. However, further studies are needed to compare the expression of these genes at both the transcript and protein level to determine if barrier function varies in these two intestinal regions. In addition, transcript abundance for most of the TLRs, including *TLR2*, *TLR4*, *TLR9* and *TLR10*, was higher in the ileum than jejunum. TLR2 and TLR4 recognize components that were contained in the cell wall of bacteria [24], TLR9 recognizes bacterial DNA [24], and TLR10 was reported to recognize viral components [25]. These TLRs could promote downstream activation of cells in response to either invasive pathogens or the commensal microbiome [24]. Further studies are required to determine which mucosal cell populations express these TLR genes before investigating the implications of these observations. B cells are known to express a wide range of TLRs and it has previously been shown that the gut microbiome is required to maintain B cell proliferation in the ileal Peyer’s patch of sheep [26]. Regardless, the current observations support the conclusion that the jejunum and ileum differ significantly in terms of both innate and adaptive immune responses, bacterial sensing, and barrier functions.

In addition, we observed significant differences in temporal changes in the expression of immune-related genes in both jejunum and ileum during the first week post-partum. This rapid change during the first week after birth may be a regulated by several factors, including microbial colonization, ingestion of colostrum, or programmed ontogenetic development. 

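Whether the change from D0 to D7 differed between the regions was tested as an interaction over the 16 jejunum and ileum samples of D0 and D7. Of 13942 genes, 1333 passed the threshold, 253 with a larger increase or smaller decrease in the jejunum and 1080 with the opposite. With the calf as a replicate block, paired by the animal numbers of the labels, 749 genes passed. Samples with the same animal number deviated from their group means with a mean correlation of -0.0166 at D0 and 0.116 at D7. Among the 25 named genes with identifiers, none had a difference at FDR < 0.05, and the smallest FDR was 0.0528, for *IL18*. Ileum animals 1 and 2 of D0 do not follow Additional file 5. With its values, chosen after seeing the data, the ileal log2 fold change of *IL18* went from 0.70 to -0.19, away from the jejunal 2.51. For *CLDN5* it went from -0.75 to 0.13, toward the jejunal 0.64. The interaction of the named genes is not given with these values, so the result does not show that the regions changed alike.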

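From D0 to D7, *CLDN1* changed by a log2 fold change of -0.28 (standard error 0.34, FDR = 0.576) in the jejunum and 0.66 (standard error 0.48, FDR = 0.426) in the ileum, and *CLDN4* by 1.72 (standard error 0.61, FDR = 0.0605) and -0.12 (standard error 0.58, FDR = 0.911). None of these changes passed the threshold. *OCLN* is not paired with an identifier in the tables at hand and was not analysed here. The paper reports the increase of *CLDN4* in both regions from RNA-Seq and also from RT-qPCR. It reports that of *CLDN1* and *OCLN* in both regions from RT-qPCR and states that RNA-Seq did not detect it. Elsewhere it gives *CLDN1* as upregulated in the ileum, with CPM from 2.1 to 6.1. From the increase of TJ protein genes between D0 and D7, the paper proposes that barrier function increased within the first week.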

Increased expression of TJ protein genes, including *CLDN1*, *CLDN4* and *OCLN*, was observed in both jejunum and ileum, when comparing D7 versus D0, suggesting that barrier function increased one week postpartum. This is consistent with a previous report for the jejunum in newborn mice [27]. Furthermore, the strong correlation observed between mRNA expression of TJ proteins and total bacterial number at D7 (expression of *OCLN* was positively correlated with ileal tissue-associated total bacterial density) suggests that the expression of the TJ protein genes may be influenced by the level of bacterial colonization.

Increased expression of the molecular pattern recognition receptor (PRR), *REG3G*, was also observed within the first week post-partum for both the jejunum and ileum. REG3G binds peptidoglycan and is bactericidal for Gram‑positive bacteria [28]. Total bacterial density also increased within the first week (data not shown) and was positively correlated with *REG3G* expression. It was reported that the production of REG3G protein requires the microbial colonization of the small intestine in humans [29]. Increased *REG3G* gene expression may lead to higher REG3G within the first week after birth in calves, which is consistent with the previous findings in humans. Our findings may provide new insight into the relationship between *REG3G* and microbial colonization in the small intestine of newborn calves. There were no age-related changes in the expression of lineage-specific genes related to total T cell number in either jejunum or ileum during the 42 days’ post-partum. It is known, however, that there is an increased number of mucosal T cells in the small intestine of calves when comparing 2–3 weeks’ old calves and 6 months’ old calves [10]. It was surprising to observe a significant increase in the expression of gene (*FOXP3*) related to Tregs from D0 to D7 in both the jejunum and ileum. There is evidence that Tregs play a significant role in suppressing immune responses to commensal bacteria [30]. The number of Tregs in the colon increased following bacterial colonization in mice [31] and circulating Tregs increase rapidly in newborn human infants during the first days of life [32]. The probable increase in Tregs in both the ileum and jejunum of newborn calves during the first week of life suggests a possible adaptive response to maintain gut immune homeostasis following microbial colonization.

In addition to noted changes in the adaptive immune response, *IL8* and *IL10* expression were also up-regulated within the first week. IL10 is a well-studied anti-inflammatory cytokine [33] and the colonization of commensal bacteria, such as *Bifidobacterium sp*., stimulates the increased expression of *IL10* [34]. The upregulation of *IL10* within the first week would be consistent with repression the host inflammatory response and the induction of Tregs during microbial colonization. In contrast, IL8, a pro-inflammatory cytokine, recruits neutrophils from intravascular to interstitial sites and directly activate neutrophils [35]. The co-upregulation of *IL8* and *IL10* at one week postpartum indicates that the host may be reaching a balance in terms of the inflammatory response, which is crucial for immune homeostasis in the small intestine. Similarly, the expression of genes encoding PRRs, such as *TLR6* and *NLRP3* increased significantly in both jejunum and ileum within the first week. TLR6 forms a heterodimer with TLR2, recognizing diacylated lipopeptide from bacterial cell walls [36] and TLR6 stimulation of DCs can induce Treg cell development [37]. The significant correlation between *TLR6* expression and total bacterial number (*TLR6* and jejunal content-associated total bacteria at D7, *r* = −0.85, *P* < 0.05; *TLR6* and jejunal tissue-associated total bacteria at D21 and D42, *r* = −0.94 and *r* = −0.87, *P* < 0.05) in the jejunum, would be consistent with TLR6’s role in regulating host responses to the dynamic changes in the microbiome population. In addition to the membrane-bound TLRs, increased expression of *NLRP3* was also observed in both jejunum and ileum within the first week post-partum. NLRP3 forms an inflammasome complex in the cytoplasm, which can be activated by commensal bacteria-produced adenosine triphosphate, leading to downstream host responses such as the differentiation of T helper 17 cells (Th17) [24]. Th17 can produce a subset of cytokines, such as IL17A, IL17F, IL22, and IL26, which are essential to the mucosal immune responses [38]. The upregulation of *NLRP3* within the first week indicates its potential roles in responding to the microbial colonization and modulating the host response in the small intestine of calves during the postnatal period. However, there is limited knowledge regarding the function of NLRs in the mucosal immune system of ruminants and further studies are needed to elucidate their role in host-microbial interactions in the intestine of neonatal calves.

As described above, we observed diverse alterations in gene expression that may be vital for mucosal immune system development in ruminants during the first week of life, some of which could be associated with commensal bacterial colonization. We also investigated whether miRNAs, the non-coding RNAs that regulate gene expression, could also be one of the mechanisms regulating early development of the mucosal immune system. Similar to host mRNAs, the most significant changes in miRNAs expression in the small intestine were also observed during the first week of life [12]. In this study, we further identified mRNA-miRNA pairs which might be associated with microbial colonization and host immune functions. For example, the expression of miR-335 was down-regulated in the ileum during the first week post-partum and overexpression of miR-335 can repress the expression of *CLDN1*, *CLDN4* and *OCLN* [39]. Indeed, the increased expression of *CLDN1*, *CLDN4* and *OCLN* suggested that the downregulation of miR-335 together with dynamic changes in the gut microbiota may play a role in regulating the expression of TJ proteins during the first week of life. Furthermore, miR-335 has also been shown to repress the expression of *IL8* [39]. Therefore, the co-incidental upregulation of *IL8* at this time would be consistent with the downregulation of miR-335 within the first week post-partum. Another potential pairing identified was the downregulation of miR-100, while its predicted target, *NLRP3* [40], was upregulated during the first week of life. Collectively, this analysis suggests that miRNAs may be one mechanism by which host-microbial interactions regulate expression of genes involved in gut permeability, cytokine expression, and pathogen sensing during early life. However, further target validation experiments using in vitro or in vivo models will provide more conclusive understanding on the regulatory roles of these miRNAs in predicted target genes.

## Conclusion

This is the first study to analyze the whole transcriptome in the jejunal and ileal regions of the small intestine of calves during the early post-natal period. We observed regional expression difference in immune-related genes between the jejunum and ileum in the neonatal mucosal immune system and differences in the expression of mucosal immune-related genes. Furthermore, we provide evidence that some of these transcriptional changes are significantly associated with microbial colonization and miRNAs may play a role in regulating these events. We report that JE-enriched immune function related-genes were related primarily to the complement functional pathway, the expression of TJ protein genes and IgA complex genes was higher in the jejunum. In contrast, the expression of TLR and NOD-like receptor genes was lower in the jejunum than in the ileum. These regional transcriptome differences support the conclusion that the jejunum but not the ileum plays an important role in the adaptive mucosal immune system. These regional differences in early immune function may provide a potential explanation for why enteric infections occur primarily in the ileal region of the newborn calf. Furthermore, our transcriptomic analysis reveals that the first week post-partum is a very dynamic developmental period for both the intestinal epithelial barrier and the mucosal immune system. The expression of genes related to tight junction proteins, antimicrobial peptides, NOD-like receptors, regulatory T cells, and cytokines undergo dynamic changes when comparing 7-day-old to newborn calves. Furthermore, there were strong correlations between mucosal immune-related genes and the total bacterial population in different gut regions at different ages. This evidence implicates microbial colonization as one important factor modulating this early host gene expression. Moreover, we report that miRNAs, such as miR-335 and miR-100, may be one of the mechanisms involved in regulating this early mucosal immune system development in the small intestine of neonatal calves. Collectively, these data provide a baseline to begin investigating whether significant deviation from these early developmental effects have either short- or long-term effects on mucosal immune function and host-microbiome interactions.

## Methods

### Animals and tissue sample collection

Jejunum and ileal tissue samples were collected from Holstein bull calves at 30 min after birth (D0; *n* = 3), 7 days post-partum (D7; *n* = 5), 21 days post-partum (D21; *n* = 5) and 42 days post-partum (D42; *n* = 5) (Dairy Research and Technology Center, University of Alberta). All experimental protocols were reviewed and approved by the Livestock Animal Care Committee of the University of Alberta (Protocol No. AUP00001012) and all procedures were conducted following the guidelines of the Canadian Council on Animal Care. All samples were collected within 30 min after calves were euthanized using captive bolt gun. D0 samples were collected from newborn calves within 30 min after delivery and without ingestion of colostrum. All the other calves were fed 2 L of colostrum within 2 h after birth, and received another 2 L of colostrum at 12 h after birth. The D7 calves were fed 4 L milk/day and D21 and D42 calves were fed 4 L milk/day with ad libitum access to calf starter (23 % CP and 4 % ether extract with a guaranteed minimum 19.5 % NDF, 27.1 % starch; Wetaskiwin Co-Op Country Junction, Wetaskiwin, AB, Canada) from D14. The jejunum was defined as 100-cm distal to the pyloric sphincter and a 10-cm segment of intestine was collected. The ileum was defined as the 30-cm segment proximal to the ileo-cecal fold and a 10-cm segment of tissue was collected. All tissue samples, with the exception of D0 samples, were rinsed three times with sterile phosphate buffered saline (PBS, pH = 7.0) buffer to remove ingesta. Tissues were snap-frozen in liquid nitrogen and stored in−80 °C.

### RNA isolation

Tissue samples were ground into powder while immersed in liquid nitrogen in a frozen mortar prior to RNA extraction. Total RNA was extracted from 80 mg of tissue powder using mirVana™ miRNA Isolation Kit (Ambion, Carlsbad, CA) following the manufacturer’s instructions. The quality and quantity of the RNA were determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA), respectively. RNA samples with an integrity number (RIN) greater than 7.0 were used for library construction.

### RNA-Seq library construction and sequencing

Total RNA (1.0 μg) from each sample was used to construct RNA-Seq libraries with a unique index using the TruSeq mRNA Sample Preparation kit (Illumina, San Diego, CA) according to the manufacturer’s instruction. Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) was performed for library quantification. cDNA libraries were sequenced at Génome Québec (Montréal, Canada) using the Illumina HiSeq 2000 system (Illumina). Sequencing was performed as 100 bp paired-end reads. All reads were demultiplexed according to their index sequences with CASAVA version 1.8 (Illumina), and reads that did not pass the Illumina chastity filter were discarded.

### RNA-Seq reads mapping and annotation

RNA-Seq reads were aligned to the bovine genome (UMD 3.1) using Tophat 2.0.10 with default parameters [41, 42]. The number of reads mapped to each gene was counted by htseq-count (http://www-huber.embl.de/users/anders/HTSeq/) based on the annotation from ENSEMBL (http://uswest.ensembl.org/) bovine gene annotation v75.30. The expression level of mRNAs in each sample were calculated by normalizing reads number to counts per million reads (CPM) by the following formula: CPM = (gene reads number/total mapped reads number per library) × 1,000,000.

### Identification of differentially expressed genes

Identification of DE genes was performed by edgeR [13]. Regionally DE genes were identified by comparing mRNA expression of the jejunum with the mRNA expression of ileum at each time point (D0, D7, D21, and D42). Temporally DE genes were identified by comparing any two adjacent developmental stages (D7 *vs* D0; D21 *vs* D7; D42 *vs* D21). The significantly DE mRNAs were declared at fold change ≥ 2 and false discovery rate (FDR) < 0.05, and the FDR was calculated based on Benjamini and Hochberg multiple testing correction [43].

### Analysis of specific genes related to immune system and barrier function

The immune-related genes list was obtained from ImmPort database [44]. Genes encoding the subunits of cluster of differentiation 3 (*CD3D*, *CD3E* and *CD3G*) and *CD247* were selected as lineage-specific markers for T cells [45, 46], while genes encoding *CD79A* and *CD79B* were selected as lineage markers for B cells [47]. The gene encoding forkhead box P3 (*FOXP3*) was selected as a lineage-specific marker for regulatory T cells [48]. Genes that belonged to tight junction (TJ) protein families were selected for further analysis, such as the claudin (CLDN) family, zonula occluden (ZO) family, and junctional adhesion molecule (JAM) family. Genes encoding β-defensin (*DEFB*) and regenerating islet-derived 3 γ (*REG3G*) were selected to analyze antimicrobial peptide (AMP) gene expression patterns [28]. The genes encoding toll-like receptors (TLRs) and NOD-like receptors (NLRs) were selected to analyze the innate immune sensing-related genes. The cytokine list was obtained from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation “Cytokine-cytokine receptor interaction”.

### Quantification of IgA concentration in the small intestinal lumen

IgA concentration was measured using Bovine IgA ELISA Quantitation Set (Bethyl Laboratories, Montgomery, USA) following the manufacturer’s instructions. The intestinal content samples were centrifuged and the supernatants were collected for further measurements. A reference standard of bovine serum, containing 0.11 mg/ml IgA was used to calibrate the assay for the samples. The absorbance was measured with the SpectraMax M3 system (Molecular Devices, Sunnyvale, USA).

### Functional analysis

The Gene Ontology (GO) terms and KEGG pathways enrichment was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov) [49]. Each analysis was performed using the functional annotation clustering option, and significant GO terms and KEGG pathways were selected at *FDR* < 0.05 and molecules number > 5.

### Integrated analysis of miRNA and mRNA expression

All the results for miRNAs were obtained from a previous study which utilized the same samples to profile miRNA expression [12]. The DE miRNAs and DE mRNAs in D7 *vs* D0 were used in this study due to the greater number of DE miRNAs and mRNAs than any other comparison group. The regulatory relationship between DE miRNAs and DE mRNAs was identified based on two criteria: computational target prediction and the DE miRNAs that had opposite expression patterns from their predicted targets. Target genes of miRNAs were predicted by TargetScan Release 6.0 (default parameters, http://www.targetscan.org/) and miRanda (total score > 145, total energy < −10 kcal/mol, http://www.microrna.org/). Furthermore, the miRTarBase was used to identify the experimentally validated miRNA-mRNA regulatory pairs [14].

### Experimental validation of mRNA expression by RT-qPCR

A total of 12 genes were selected to validate their regionally and temporally DE patterns. *CLDN1*, *CLDN4* and *OCLN* from TJ proteins; *TLR2*, *TLR4*, *TLR6* and *TLR10* from the TLR gene family; *FOXP3* as the Treg marker; *IL8*, *IL10*, *TGFB* and *TNFA* from cytokines; were selected for RT-qPCR expression analysis. All the primer information was summarized in supplementary files (Additional file 10). All protocols were performed as described in a previous study [11]. The RT-qPCR was performed using SYBR Green (Fast SYBR® Green Master Mix; Applied Biosystems) to detect mRNA relative expression. Fluorescence signal was detected with the StepOnePlus™ Real-Time PCR System (Applied Biosystems). Relative gene expression (ΔCq value) was calculated based on quantification cycle (Cq) of reference gene (β-actin) and target gene (ΔCq = Cq _target gene_ − Cq _reference gene_).

### Correlation analysis between host gene expression and total bacterial number

The ΔCq values obtained from RT-qPCR results and the 16S rRNA gene copy numbers of total bacteria in the small intestinal content and tissue obtained from our previous study [12] were subjected to correlation analysis. Pearson’s correlations were performed between host gene expression (12 genes with RT-qPCR results) and total bacterial number in the content as well as between host gene expression and total bacterial number in the tissue at different ages. R software (version3.0) was used to calculate the correlation coefficients (r) and *P* values, and significant correlations were declared at r > 0.8 or < −0.8; *P* < 0.05.

### Statistical analysis

The significantly regionally and temporally DE genes (RNA-Seq results) were declared at fold change > 2 and FDR < 0.05, and the FDR was calculated based on Benjamini and Hochberg multiple testing correction [41]. The RT-qPCR results were analyzed using ANOVA, and significances were declared at *P* < 0.05. R software (version3.0) was used to for correlation analysis, and significant correlations were declared at r > 0.8 or < −0.8; *P* < 0.05.

### Data Submission

All the RNA-Seq data were deposited in the publicly available NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE74329 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74329).

## Abbreviations

AMP, antimicrobial peptide protein; CATHL, Bos taurus cathelicidin; CD, Cluster of Differentiation; CLDN, claudin; CPM, counts per million mapped reads; DE genes, differentially expressed genes; DEFB, β-defensin; FC, fold change; FDR, false discovery rate; FOXP3, forkhead box P3; GO, Gene Ontology; IGJ, immunoglobulin J chain; IL, interleukin; IL, the ileum; JAM, junctional adhesion molecule; JE, the jejunum; KEGG, Kyoto Encyclopedia of Genes and Genomes; miRNAs, microRNAs; NLR, NOD-like receptor; PCA, principal component analysis; PIGR, polymeric immunoglobulin receptor; PPs, Peyer’s patches; REG3G, regenerating islet-derived 3-γ; SIGIRR, single Ig IL-1-related receptor; TGFB, transforming growth factor β; Th17, T helper 17 cells; TJ, tight junction; TLRs, Toll-like receptors; TNFA, tumor necrosis factor α; TOLLIP, toll interacting protein; Tregs, regulatory T cells; ZO, zonula occluden

## Additional files

Additional file 1: DAVID function of commonly expressed genes in the jejunum and ileum. (XLSX 15 kb) Additional file 2: Regionally DE genes list. (XLSX 282 kb) Additional file 3: Temporally DE genes list. Sheet 1. Temporally DE genes in the jejunum. Sheet 2. Temporally DE genes in the ileum. (XLSX 186 kb) Additional file 4: GO terms enrichment for each temporally DE gene expression pattern. (PDF 404 kb) Additional file 5: All the immune-related gene list. (XLSX 1650 kb) Additional file 6: The KEGG pathway of regional DE immune-related genes. (XLSX 34 kb) Additional file 7: The temporally DE analysis for the immune-related genes. Sheet 1. Temporally DE immune-related genes list in the jejunum. Sheet 2. KEGG pathway analysis of Temporally DE immune-related genes in the jejunum. Sheet 3. Temporally DE immune-related genes list in the ileum. Sheet 4. KEGG pathway analysis of Temporally DE immune-related genes in the ileum. (XLSX 45 kb) Additional file 8: DE miRNA information used for this study. Sheet 1. DE miRNAs in the jejunum. Sheet 2. DE miRNAs in the ileum. (XLSX 13 kb) Additional file 9: Experimentally validated miRNA-mRNA regulatory pairs. Sheet 1. miRNA-mRNA regulatory pairs in the jejunum. Sheet 2. miRNA-mRNA regulatory pairs in the ileum. (XLSX 10 kb) Additional file 10: Primer information for RT-qPCR validation. (XLSX 9 kb)

# Supplementary material for: Transcriptome analysis reveals regional and temporal differences in mucosal immune system development in the small intestine of neonatal calves
**Source:** BMC Genomics. 2016 Aug 11;17:602. doi: 10.1186/s12864-016-2957-y
**Supplement:** Additional file 4: — GO terms enrichment for each temporally DE gene expression pattern.

| JE    | IL    |     | JE                                  | IL                          |
|-------|-------|-----|-------------------------------------|-----------------------------|
| 0.05  | 0.00  | DDD | Transport                           | NA                          |
| 0.12  | 0.13  | DDN | Nitrogen compound metabolic process | Cholesterol homeostasis     |
| 0.00  | 0.16  | DDU | NA                                  | Tissue development          |
| 0.27  | 0.00  | DND | Transport                           | NA                          |
| 7.58  | 6.51  | DNN | Developmental process               | Developmental process       |
| 0.05  | 0.78  | DNU | Phosphorylation                     | Metabolic process           |
| 0.02  | 0.01  | DUD | Transport                           | NA                          |
| 0.08  | 0.10  | DUN | Proteolysis                         | Translation                 |
| 0.01  | 0.01  | DUU | Carbon dioxide enzyme               | Chemokine                   |
| 0.02  | 0.01  | NDD | Protein-lipid complex remodeling    | Epithelial cell development |
| 0.47  | 0.51  | NDN | Transport                           | Transport                   |
| 0.01  | 0.49  | NDU | Structural molecule                 | Cell adhesion               |
| 0.57  | 0.15  | NND | Metabolic process                   | Immune system process       |
| 80.66 | 88.24 | NNN | Metabolic process                   | Metabolic process           |
| 0.65  | 1.48  | NNU | Cellular morphogenesis              | Muscle contraction          |
| 0.03  | 0.03  | NUD | Lipid transport                     | Defense response            |
| 0.34  | 0.35  | NUN | Immune system process               | Defense response            |
| 0.04  | 0.01  | NUU | Response to bacterium               | Structural molecule         |
| 0.01  | 0.00  | UDD | Transport                           | NA                          |
| 0.21  | 0.26  | UDN | Immune response                     | NA                          |
| 0.02  | 0.07  | UDU | Cell fraction                       | Cell development            |
| 0.40  | 0.01  | UND | Immune response                     | NA                          |
| 7.73  | 2.58  | UNN | Immune system process               | Immune system process       |
| 0.18  | 0.12  | UNU | Immune system process               | Cytokine production         |
| 0.09  | 0.01  | UUD | Intrinsic to membrane               | Cell death                  |
| 0.35  | 0.01  | UUN | Immune response                     | Transcription factor        |
| 0.06  | 0.00  | UUU | Intrinsic to membrane               | NA                          |

How the deposited data were processed for this re-analysis (not part of the article)

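RNA-Seq was run on tissue of Holstein bull calves collected at D0 (3 calves) and at D7, D21 and D42 (5 calves each), 1 library per sample. The samples analysed here are 18 from the jejunum, 18 from the ileum and 18 from the rumen, with region, age and animal number taken from the sample labels and checked against the paper. Samples of different regions with the same age and animal number were taken to come from the same calf. The 17 files labelled distal jejunum hold the same values as the ileum files of the same age and animal and were not used as further samples.

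The authors aligned reads to the bovine genome UMD 3.1 with Tophat, counted them on Ensembl genes with htseq-count and normalized each count to CPM by the total mapped reads of the library. The authors tested differential expression with edgeR on counts. The authors deposited a score for each gene and sample, namely a CPM rounded to whole numbers, which the values show: the 71 files each list 21510 genes, and the values of a file sum to between 970214 and 984626. The rounding was checked against CPM with decimals in Additional file 5. For 33 of the 36 jejunum and ileum samples, at least 97.0% of 1280 genes equal that table once scaled by 0.975 to 0.983 and rounded, against at most 52.8% when decimals are dropped. The other 3 samples, ileum animals 1 and 2 of D0 and ileum animal 1 of D42, do not follow the table. They were kept under their labels in all results, and alternatives without them or with the table's values are given in the closing section. The design fixed before the data were examined assumed counts, and its test, edgeR's quasi-likelihood test, was not used, because the deposited unit is rounded CPM. Limma on a log scale took its place, with the same samples, filter and thresholds.

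Log2(CPM + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), for the 2 groups of each comparison only, with Benjamini-Hochberg adjustment. A gene was called at FDR < 0.05 and fold change > 2. The FDR values given in the text are these adjusted p-values. Fold changes are on the log2(CPM + 1) scale, with a pseudocount of 1, and understate the change of genes with low CPM. Genes entered a test when CPM was > 1, which for whole numbers means at least 2, in at least 50% of the 18 samples of the region, or of either region for regional comparisons. Regions were compared at each age and adjacent ages within each region. The difference between regions in the change from D0 to D7 was tested as an interaction over 16 samples. Single comparisons of a mean used exact permutation tests, or 100000 permutations with 10 or more values. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The limma fit was tested on simulated data with 200 genes changed 4-fold. It recovered 70.5% of them with 3 samples against 3, 98% with 3 against 5 and 100% with 5 against 5. With these changes it also made 2, 10 and 5 calls of other genes, and it made 0 calls when no gene was changed. The simulation gave every gene the same dispersion around its jejunal mean of D7 and held no sample unlike its group.

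The genes named in the text were chosen before the data were examined, by this rule: every gene the paper names in its results or discussion for its RNA-Seq data, in the comparisons for which it names it, and for each of the 4 regional comparisons and the 2 comparisons of D7 with D0 the gene with the largest positive and the gene with the largest negative log2 fold change among those past the threshold whose CPM did not overlap between the groups. The files list Ensembl identifiers only. Symbols come from Additional files 5 and 7, which pair 1777 identifiers with a symbol and cover 25 of the 67 genes the paper names. The other 42 were not analysed here. The reference table at hand holds 0 Ensembl identifiers. Of the identifiers without a symbol that the rule selects, only 2 with higher values in the jejunum or an increase and 2 with higher values in the ileum or a decrease are printed. Results for immune-related genes cover the 1280 genes of the part of Additional file 5 at hand.

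CPM values do not hold the depth of each library, so the depth per sample is unknown and no interval that needs it is given. The smallest step of a value is 1 CPM, which sets the precision of genes with low CPM, and 4638 genes are listed at 0 in every jejunum and ileum sample. Paralogs such as the claudins may share reads, and how the authors' counting treated such reads was not examined. The alternatives tried were no filter on low values, all ages and regions in 1 fit, FDR alone, the calf as a replicate block, leaving out each calf, 2 other detection thresholds, 3 other settings of the tree and 3 of the principal components. Added after seeing the data were a pseudocount of 0.1, median-ratio scaling, leaving out the 3 ileum samples and using the Additional file 5 values in them. Other splits of the samples were counted, at most 100 per comparison.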

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

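The comparisons between ages, the test of the interaction, the replicate block and leaving out each calf were set before the data were examined. Of the tests of explanations in this part, those of whole samples and of the interaction with the Additional file 5 values were chosen before their results were seen. The other tests of explanations were chosen only afterwards.

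The change from D0 to D7 differed between the jejunum and the ileum in 1333 of 13942 genes in a test of the interaction. Of 56 splits that reassigned the ages among the 8 calves and kept the samples of a calf together, 1 gave as many genes, the real one, and the largest other gave 343. The count was 749 with the replicate block, 1115 with median-ratio scaling, which was chosen after seeing the data, and 287 to 2422 with 1 calf left out. Because 2 of the 3 ileum files of D0 do not follow Additional file 5, the test was repeated on its 1280 genes with the values of that table in those samples. It found 176 genes in place of 121, so the difference did not go away with these values. The labels give no library or sequencing batch, and the calves of D0 and D7 differ, so a batch that followed age could not be tested. A batch that affected both regions alike would not give an interaction, and whether one affected the regions unequally is not known. The paper states that tissue of D0 was not rinsed and that calves of D0 had no colostrum, unlike those of later ages. The pattern cannot be told apart from an unequal effect of a batch, of rinsing or of colostrum on the regions. A difference between the regions in how they change over the first week remains a hypothesis.

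The rumen, which the paper does not report on, had 4 upregulated and 4 downregulated genes from D7 to D21, 8 in all of 12900, where 2115 genes had an unadjusted p under 0.05 and 645 are expected by chance. Of 100 splits of the 10 samples, 1 gave as many genes, the real one, and the largest other gave 6. Leaving out 1 calf at a time gave between 1 and 96 genes, so each fit called at least 1 gene and the number depended on which calves were included. Whether the same genes recurred was not examined. From D0 to D7 and from D21 to D42 no rumen gene passed the threshold, with 957 and 692 genes at an unadjusted p under 0.05. With a count of 0 every split gave as many, 56 of 56 and 100 of 100, and the largest other splits gave 8 and 283 genes. The paper states that calves of D7 were fed milk, while calves of D21 also had free access to calf starter. No batch is given for the rumen samples. An effect of age from D7 to D21 can therefore not be told apart from the change of diet or from a difference between batches.

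In 12 of 168 groups of 5 samples, each 1 gene or 1 measure of the whole sample in 1 region and age, a sample lay far from the others, by a gap relative to the range of the group that chance exceeds in about 1 group of 20. Chance gives 8.40 such groups (one-sided exact binomial test, p = 0.137). Outside the ileum of D42 there were 8 in 140 groups, against 7 by chance. Single cases can therefore not be told apart from chance, and groups share genes of the same samples, so they are not independent.

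Of the 12, 3 belonged to ileum animal 1 of D42. *CLDN2* was at 713 CPM against a median of 104 CPM in the others of its group (the gap to the nearest sample was 0.826 of the range), *CLDN5* at 30 CPM against a median of 9.50 in the others (0.727 of the range), and the total of its values was 971404 against a median of 977663 in the others (0.809 of the range). This sample stood apart in 17.5% of the expressed genes, and its file does not follow Additional file 5. With the values of that table, 113 CPM of *CLDN2* and 11.3 CPM of *CLDN5*, 0 of the 2 genes stood apart. The file is therefore a candidate explanation of both distances. The total was not tested this way, since the table at hand does not list all genes.

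In jejunum animal 3 of D42, *TLR2* was at 19 CPM against a median of 5 in the others (0.867 of the range), *TLR4* at 34 CPM against a median of 7.50 in the others (0.926 of the range) and *NLRC5* at 181 CPM against a median of 81 in the others (0.786 of the range). The sample stood apart in 6.32% of the expressed genes, more than any other of its group (the next was animal 1 with 2.06%), so the distances of these genes cannot be told apart from a difference of the whole sample. *TLR4* also stood apart in the ileum sample with the same age and animal number, at 45 CPM against a median of 25 in the others (0.826 of the range), although that sample stood apart in 1.00% of the expressed genes, against 17.5% in animal 1. No biological explanation was tested, as the design gives no condition that separates this calf from the others of D42.

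In jejunum animal 5 of D21, *CLDN4* was at 146 CPM against a median of 39 in the others (0.839 of the range) and *NLRP3* at 23 CPM against a median of 7.50 in the others (0.722 of the range). In ileum animal 5 of D21, *CLDN15* was at 32 CPM against a median of 23 in the others (0.800 of the range), in ileum animal 1 of D7 *C5* was at 57 CPM against a median of 31.5 in the others (0.889 of the range), and in jejunum animal 1 of D42 *CD79B* was at 37 CPM against a median of 11.5 in the others (0.724 of the range). These samples stood apart in 1.94%, 1.09%, 2.28% and 2.06% of the expressed genes, and none had the highest percentage of its group, which was 2.80%, 5.09%, 2.96% and 6.32%. They were therefore not the samples that differed most as a whole. Chance remains as an explanation, and no biological one was tested.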

How the results depend on the processing

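The following alternatives were set before the data were examined: no filter on low values, all ages and regions in 1 fit, FDR < 0.05 with no fold change threshold, the calf as a replicate block, leaving out each calf in turn, and other settings of the detection threshold, the clustering and the principal components. A pseudocount of 0.1 in the tests, median-ratio scaling of the samples, leaving out the 3 ileum samples whose values do not follow Additional file 5 and using the Additional file 5 values in those samples were chosen after seeing the data. The alternatives edgeR's exact test, DESeq2's Wald test, DESeq2's size factors and library sizes scaled by TMM were not run, because they need counts and the deposited values are rounded CPM. For the changes given here, the cause was not tested.

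Of 45 summary results, 12 stayed within 1.5 times their value, or within their replicate error, under every alternative run for them. They were 0 genes in either direction from D21 to D42 in the jejunum (790 genes at an unadjusted p under 0.05) and in the ileum (338), and 0 genes upregulated in the ileum from D7 to D21 (1453 at an unadjusted p under 0.05 in either direction). Pattern “NNN” held 74.4 to 92.4% of the jejunal and 95.8 to 100% of the ileal genes, shares too close to 100% to rise 1.5-fold, so their place among these results shows no stability, and the shares of “UNN” and “DNN” did change. The genes detected numbered 12060 to 14685 in the jejunum, 11803 to 14694 in the ileum and 11398 to 14221 in both. The tree placed 31 to 34 samples with their region, and region explained 77.4 to 95.7% of the variance on PC1. Neither of these could rise 1.5-fold either.

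Which region had more genes depended on the scaling. With median-ratio scaling, JE-enriched genes outnumbered IL-enriched genes at all 4 ages, at 1126 against 345 at D0, 1972 against 1711 at D7, 2235 against 1611 at D21 and 1441 against 1380 at D42, and at 1 or more ages 3111 against 2266, where the deposited scaling had more IL-enriched genes at D7, D21, D42 and at 1 or more ages. Without animal 1 of D0 the order at D0 reversed, with 903 JE-enriched and 1750 IL-enriched genes.

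With all ages and regions in 1 fit, D0 had 1804 JE-enriched and 1486 IL-enriched genes in place of 842 and 395. In the ileum from D0 to D7, 487 genes were upregulated and 76 downregulated in place of 0 (2125 at an unadjusted p under 0.05), which put 3.62% of the genes in “UNN”, 0.565% in “DNN” and 65 immune-related genes past the threshold. In the rumen this fit gave 25 upregulated and 18 downregulated genes from D0 to D7 in place of 0, and 0 and 1 from D7 to D21 in place of 4 and 4 (2115 genes at an unadjusted p under 0.05 without the shared fit). With FDR < 0.05 alone, the JE-enriched genes numbered 2905, 3514 and 2108 at D7, D21 and D42 in place of 1342, 1690 and 1065, and the IL-enriched genes 5837, 5138 and 4266 in place of 2434, 2051 and 1852. Over all ages they numbered 4180 and 6486 in place of 2260 and 2987, of which 409 and 592 were immune-related. In the jejunum from D0 to D7, 1214 genes were upregulated and 2234 downregulated, with 9.02% in “UNN”, 16.6% in “DNN” and 390 immune-related genes past FDR < 0.05. The replicate block left 2 JE-enriched and 0 IL-enriched genes at D0 (4575 at an unadjusted p under 0.05 without it) and 749 of 1333 genes in the test of the interaction. Without the filter on low values, 7 rumen genes were upregulated and 10 downregulated from D7 to D21, and with median-ratio scaling 11 were upregulated. PC1 of the immune-related genes carried 45.5% of the variance with genes scaled to unit variance, 57.7% over all expressed genes and 69.0% without the 3 ileum samples, in place of 63.2%. Without the ileum sample of animal 1, 1699 genes were JE-enriched at D42.

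Across the fits that each left out 1 calf, the D0 comparison gave 0 to 903 JE-enriched and 0 to 1750 IL-enriched genes, with 0 in both directions when animal 2 or animal 3 was left out, and D42 gave 700 to 1764 JE-enriched genes. The interaction was found in 287 to 2422 genes. From D7 to D21 in the jejunum 0 to 4 genes were upregulated and 0 to 1 downregulated. In the ileum 0 to 6 genes were downregulated from D0 to D7 and 0 to 2 from D7 to D21, with 0 to 0.0447% of the genes in “DNN” and 0 to 2 immune-related genes past the threshold. In the rumen the ranges were 0 to 702 upregulated and 0 to 1257 downregulated genes from D0 to D7, 0 to 35 and 1 to 61 from D7 to D21, and 0 to 1 and 0 to 2 from D21 to D42.

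The named genes gave 194 results, 1 for each gene and comparison, of which 53 were past the threshold and 141 were not. Of the 53, 38 stayed past it under every alternative run for them. Outside the fits that left out a calf, the call changed as follows: without the filter 1 result lost it, with all ages and regions in 1 fit 2 lost and 11 gained it, and with the replicate block 8 of 84 lost it, 7 of them at D0. A pseudocount of 0.1 added 1 call, with median-ratio scaling 1 lost and 3 gained it, without the 3 ileum samples 1 gained it, and with their Additional file 5 values 6 of 50 gained it. The 1397 fits that left out a calf gave the call of the full data in 1263, lost it in 33, gained it in 14 and reversed the direction in 87. In all, 107 of 2346 values had the opposite sign, 0 of them past the threshold in that fit and 0 of them for a result past the threshold in the full data.

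With median-ratio scaling the log2 fold change reversed to 0.085 for *CLDN4* between the regions at D7, to 0.15 for *CD247* between the regions at D21, to 0.13 for *CD3G* and to 0.072 for *CD247* between the regions at D42, to 0.072 for *TLR4*, to 0.040 for *CD3G* and to 0.0040 for *CD247* in the jejunum from D0 to D7, and to -0.072 for *CLDN3* in the ileum from D0 to D7. Without the 3 ileum samples it reversed to -0.077 for *CD3D* between the regions at D42, and to -0.093 for *CLDN5* and to 0.043 for *TLR2* in the ileum from D21 to D42. With their Additional file 5 values it reversed to -0.032 for *CD247* between the regions at D0, to -0.11 for *CD3D* between the regions at D42, to 0.72 for *CLDN4*, to 0.13 for *CLDN5*, to -0.38 for *TLR2*, to -0.086 for *TLR4* and to -0.19 for *IL18* in the ileum from D0 to D7, and to -0.069 for *CLDN5* and to 0.073 for *TLR2* in the ileum from D21 to D42. The paper's Additional file 3 value for *CLDN5* in the ileum from D0 to D7 is -1.17, in the direction of the deposited values.

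The direction reversed in at least 1 fit that left out a calf for 44 results, and these are the lowest and highest log2 fold changes across those fits. Between the regions at D0 it ranged from -0.19 to 0.47 for *CD247* and from -0.0011 to 1.66 for *PIGR*. Between the regions at D7 it ranged from -0.16 to 0.37 for *CLDN3*, from -0.87 to 0.29 for *CLDN4*, from -0.13 to 0.26 for *CD3D*, from -0.045 to 0.16 for *CD3E* and from -0.031 to 0.27 for *CD3G*. Between the regions at D21 it ranged from -0.16 to 0.25 for *CD3G* and from -0.25 to 0.11 for *CD247*. Between the regions at D42 it ranged from -0.20 to 0.32 for *CD3D*, from -0.077 to 0.38 for *CD3E*, from -0.19 to 0.16 for *CD3G* and from -0.30 to 0.12 for *CD247*. For the jejunum from D0 to D7 it ranged from -0.12 to 0.10 for *TLR4*, from -0.022 to 0.23 for *CD3E*, from -0.21 to 0.076 for *CD3G* and from -0.22 to 0.10 for *CD247*. For the jejunum from D7 to D21 it ranged from -0.22 to 0.49 for *CLDN4*, from -0.18 to 0.18 for *CLDN15* and from -0.26 to 0.39 for *NLRP3*. For the jejunum from D21 to D42 it ranged from -0.35 to 0.13 for *CLDN15*, from -0.17 to 0.37 for *REG3G*, from -0.060 to 0.50 for *TLR2*, from -0.18 to 0.42 for *TLR4* and from -0.24 to 0.26 for *NLRP3*. There it ranged from -0.12 to 0.17 for *PIGR*. For the ileum from D0 to D7 it ranged from -0.49 to 0.58 for *CLDN3*, from -0.40 to 0.28 for *CLDN4*, from -0.0026 to 0.69 for *CD247*, from -0.40 to 2.17 for *CD79A* and from -0.33 to 2.31 for *CD79B*. There it ranged from -0.079 to 2.34 for *IGJ* and from -0.037 to 1.37 for *IL18*. For the ileum from D7 to D21 it ranged from -0.10 to 0.27 for *CLDN3*, from -0.26 to 0.033 for *CLDN5*, from -0.16 to 0.0016 for *CLDN15*, from -0.066 to 0.32 for *CD3D* and from -0.27 to 0.33 for *PIGR*. For the ileum from D21 to D42 it ranged from -0.26 to 0.36 for *CLDN4*, from -0.093 to 0.36 for *CLDN5*, from -0.29 to 0.043 for *TLR2*, from -0.54 to 0.081 for *NLRP3* and from -0.32 to 0.11 for *CD3D*. There it ranged from -0.29 to 0.019 for *CD3E*.

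The deposited values do not hold the depth of each library, so it cannot be weighed against any of these results. The smallest step of 1 CPM limits genes with low CPM, such as *CD79B* in the jejunum at D0, where the values were 0, 0 and 5 CPM and the log2 fold change depends on the pseudocount. In simulated data, 70.5% of genes changed 4-fold were recovered with 3 samples against 3, as for the regions at D0, 98% with 3 against 5 and 100% with 5 against 5. The number of calves is not the only limit at D0: with 3 calves and the Additional file 5 values in the ileum samples that do not follow that table, 492 of 1280 genes passed between the regions in place of 123.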

Differences from the paper's values

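The paper's text counted 479 JE-enriched and 343 IL-enriched genes at 1 or more ages, where 2260 and 2987 were found here. None of the 22 alternatives set before the data were examined closed either gap. They gave 2380 and 3079 genes without the filter on low values, 2768 and 3209 with all ages and regions in 1 fit, 4180 and 6486 with FDR < 0.05 alone, 1866 and 2812 with the replicate block, and 1866 to 2561 and 2818 to 3133 with 1 calf left out. A pseudocount of 0.1 and median-ratio scaling, chosen after seeing the values, gave 2406 and 3111 JE-enriched and 3281 and 2266 IL-enriched genes and did not close it. The paper's Additional file 2, which lists regional differences with FDR < 0.05, has 1998 genes in the part at hand and 3901 more lines. The smallest absolute log2 fold change at hand is 1.00, and 1308 of these genes have a fold change above 2 toward the jejunum and 755 toward the ileum at 1 or more ages.

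For pattern “UNN” the paper's value was 7.73% of the genes in the jejunum, against 3.94% here. FDR < 0.05 alone, at 9.02%, closed the gap and the other 20 alternatives set before the data were examined did not. In the ileum the paper's value for “UNN” was 2.58% and that for “DNN” 6.51%, against 0% for both here, with 2125 genes at an unadjusted p under 0.05 from D0 to D7. For “UNN”, all ages and regions in 1 fit, at 3.62%, closed the gap and the other 20 alternatives set before the data were examined did not. For “DNN” none of the 21 did, and that fit gave 0.565%.

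The paper gave *TLR4* as 5.8-fold higher in the ileum than the jejunum at D0, against 2.95-fold here. None of the 6 alternatives set before the data were examined closed the gap, the largest being 3.47-fold without animal 1 of D0. With the Additional file 5 values in the ileum samples that do not follow that table, a setting chosen after seeing the values, the log2 fold change (jejunum over ileum) was -2.05, which is within 1.5 times the paper's value. The paper's Additional file 2 gives a log2 fold change of -1.67 for the same comparison, and the value here, -1.56, is within the replicate error of it. For fold changes, the replicate error is the SD between samples of a group on the log2 scale, as estimated by the fit. It is not the standard error of the fold change. The paper's values come from the same samples, so a value within the replicate error is no independent support. The paper's *NLRP3* CPM in the jejunum was 6.5 at D0 and 27.2 at D7, with errors of 2.3 and 7.5 for which the sentence does not say whether they are SD or SEM. The values here were 2.67 ± 1.15 (SD, n = 3) and 9.80 ± 5.72 (SD, n = 5) CPM, and the means with 1 calf left out at a time were 2.00 to 3.00 at D0 and 8.00 to 11.8 at D7, so none of these alternatives set before the data were examined closed either gap. The other alternatives set then do not change a mean CPM.

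Of 52 log2 fold changes of 15 genes in the paper's Additional files 2 and 3, all 52 had the direction found here and 4 differed by more than the replicate error. For *CD79B* at D0 (jejunum over ileum) the paper's value was -8.66 and the value here -5.65. Leaving out animal 1 of D0, at -8.26, closed the gap and the other 5 alternatives set before the data were examined did not, and a pseudocount of 0.1, chosen after seeing the values, closed it at -7.88. For *TLR2* at D0 the paper's value was -2.46 and the value here -2.10. Leaving out animal 1 of D0, at -2.35, closed this gap and the other 5 did not, while a pseudocount of 0.1 and the Additional file 5 values, both chosen after seeing the values, closed it at -2.46 and -2.72. For *CLDN15* at D7 the paper's value was 3.23 and the value here 2.94. Of the 8 alternatives set before the data were examined, leaving out animal 4 (3.11) or animal 5 (3.00) closed the gap and 6 did not, and a pseudocount of 0.1 (2.99) and median-ratio scaling (3.22), both chosen after seeing the values, closed it. For *IL18* in the jejunum from D0 to D7 the paper's value was 2.77 and the value here 2.51. Of the 10 alternatives set before the data were examined, leaving out animal 1 or animal 2 of D0 (2.57 each) or animal 2, 4 or 5 of D7 (2.53, 2.55 and 2.58) closed the gap and 5 did not, and a pseudocount of 0.1 (2.67) and median-ratio scaling (2.61), both chosen after seeing the values, closed it.

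Other statements of the paper concern single genes, with the values given here as log2 fold changes. The settings named without a remark were set before the data were examined. The paper states that *CLDN3* and *CLDN4* were JE-enriched and that no TJ protein gene was IL-enriched. By RT-qPCR it found no regional difference of *CLDN4*. *CLDN3* was at 1.00 (FDR = 0.0243) at D42, under a fold change of 2, and passed with FDR < 0.05 alone, without animal 4 (1.19) or animal 5 (1.30), and also with pseudocount 0.1 (1.01) and median-ratio scaling (1.17), both chosen after seeing the values. *CLDN4* was at 0.92 (FDR = 0.185) at D42 and no setting called it JE-enriched, while Additional file 2 gives 1.04. At D0 it was IL-enriched, at -2.03 (FDR = 0.0388), a call that was lost with the replicate block and without animal 2 or animal 3, and Additional file 2 also gives a value toward the ileum, -2.1. The paper lists *CLDN15* as JE-enriched at D0, where it was at 3.59 (FDR = 0.0683) and passed with all ages and regions in 1 fit and without animal 1 (2.45). *REG3G*, which the paper also lists at D0, was at 4.49 (FDR = 0.117) and passed with all ages and regions in 1 fit. For these 2 genes Additional file 2 gives 3.75 and 4.1, and both values here are within the replicate error of the paper's.

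For the jejunum from D0 to D7, the paper states an increase of *CLDN4*, *CLDN5* and *CLDN15*. *CLDN4* was at 1.72 (FDR = 0.0605) and passed without animal 2 (2.11) or animal 3 (2.00) of D7. *CLDN5*, at 0.64 (FDR = 0.0279), and *CLDN15*, at 0.75 (FDR = 0.0188), passed only with FDR < 0.05 alone. Additional file 3 gives 2.29 for *CLDN4* and, also below a fold change of 2, 0.87 for *CLDN5* and 0.856 for *CLDN15*, each within the replicate error of the value here. The paper gives *CLDN1* and *CLDN4* as increasing in both regions. It reports the increase of *CLDN4* in both from RNA-Seq and also from RT-qPCR. That of *CLDN1* in both it reports from RT-qPCR, and it states that RNA-Seq did not detect it. Elsewhere it gives *CLDN1* as upregulated in the ileum, with CPM from 2.1 to 6.1. Here *CLDN1* and *CLDN4* changed by -0.28 (FDR = 0.576) and 1.72 (FDR = 0.0605) in the jejunum and by 0.66 (FDR = 0.426) and -0.12 (FDR = 0.911) in the ileum. The ileal change of *CLDN4* was upward without animal 1 of D0 (0.28), without animal 5 of D7 (0.28) and with the Additional file 5 values (0.72), which were chosen after seeing the values, and none of these changes of *CLDN1* and of ileal *CLDN4* passed the threshold. The paper's increase of *REG3G* from D0 to D7 was 0.80 (FDR = 0.152) in the jejunum and 3.28 (FDR = 0.309) in the ileum, and that of *NLRP3* 1.37 (FDR = 0.0675) and 1.93 (FDR = 0.309). The ileal changes of both genes passed with all ages and regions in 1 fit, the jejunal change of *NLRP3* passed without animal 2 of D7 (1.78), and that of *REG3G* passed under no setting. Additional file 3 gives 0.862 for *REG3G*, also below a fold change of 2, and 1.95 for *NLRP3* in the jejunum, both within the replicate error of the values here.

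The paper states regional differences of *IGJ*, which here was at -4.20 (FDR = 0.0972) at D0, 0.90 (FDR = 0.0103) at D21 and 2.32 (FDR = 0.0567) at D42. It passed at D0 and D42 with all ages and regions in 1 fit, at D21 with FDR < 0.05 alone, and without animal 1 at D0 (-6.14), animal 4 at D21 (1.08) or animal 3 at D42 (2.98). Of the settings chosen after seeing the values, median-ratio scaling reached it at D21 (1.10) and D42 (2.49), the Additional file 5 values at D0 (-5.49) and D42 (1.41), and leaving out the ileum sample that does not follow that table at D42 (1.42). Additional file 2 gives -4.55, 1.01 and 2.22 at D0, D21 and D42, each within the replicate error of the value here. The paper's further increase of *IGJ* in the jejunum from D7 to D21 was 1.78 (FDR = 0.309) and passed under no setting, where Additional file 3 gives 1.63. Its increase of *CD79A* and *CD79B* with age in the jejunum was 1.29 (FDR = 0.0634) and 1.24 (FDR = 0.207) from D0 to D7, which passed without animal 1 of D0 (1.80 and 2.10), and Additional file 3 gives 1.65 for *CD79A*. From D7 to D21 *CD79A* changed by 0.92 (FDR = 0.833), where that file gives 0.888. From D21 to D42 *CD79A* changed by 0.97 and *CD79B* by 1.11 (FDR = 0.793 each), where it gives 0.962 and 1.31. These later values are within the replicate error. The paper's tree parted the samples by region, and in the tree on CPM computed here 31 of 36 samples lay on the side of their region, with at most 34 under the other settings.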

Other observations

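Of the tests of explanations in this part, those of the age of 2 ileum files and of lymphoid cells were chosen before their results were seen. The other tests of explanations were chosen only afterwards.

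The files of ileum animals 1 and 2 of D0 and of ileum animal 1 of D42 do not follow Additional file 5, while those of the other 33 jejunum and ileum samples do. Over the 1280 genes, the correlation across genes of log2 values with the sample's own column of that table was at least 0.999782 in the 33 samples and 0.704, 0.944 and 0.745 in these 3, so the highest of the 3 was 0.944. A different scaling of the same values would leave that correlation near 1, so the scaling does not account for the difference. The highest correlation of any of the 3 files with another sample's column was 0.977, below that of every sample that follows the table, so none of them holds the values of another listed sample. An exchange of ileum animal 2 of D0 with ileum animal 1 of D42 in the files but not in the table would give each file the other's column. The correlations were 0.976 and 0.761, also below that of the samples that follow the table. An exchange made in both would not show in these correlations. Genes are not independent replicates, and these correlations are descriptions.

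Whether the files come from the calves of their labels was asked with genes whose values went with the calf in the rumen and the jejunum, chosen without the ileum by a correlation of at least 0.65 between those regions after centring within ages (23 genes). Among the 15 ileum samples that follow Additional file 5, the rumen sample of the same calf was the best match in 13 and the jejunum sample in 10 (permutation test over calves, p = 1e-04 each, the smallest that 10000 permutations can give). Ileum animal 1 of D0 matched its own calf in both regions (r of 0.802 with the rumen and 0.633 with the jejunum). Ileum animal 2 of D0 matched animal 1 of D42 in the rumen (0.722) and the jejunum (0.823), and ileum animal 1 of D42 matched animal 3 of D0 in the rumen (0.555) and animal 2 of D0 in the jejunum (0.735). Of the 4 comparisons, 3 were those that an exchange of the 2 files would give. The correlations of 0.976 and 0.761 with each other's columns were not those of an exchange in the files alone. The 2 results point different ways, so an exchange remains an open hypothesis that these data do not settle. The result depends on the minimum correlation: it was also 3 of 4 at 0.6 (33 genes) but not at 0.7 (16 genes), where ileum animal 2 of D0 matched rumen animal 3 of D42 best. The second-best matches of both files were also calves of the other age, so the matches of these 2 files may follow age rather than the calf. The position of the files was taken on 710 genes that changed with age in the jejunum and differed little between regions, on a scale from 0 at jejunal D0 to 1 at jejunal D42, and 0 of the 2 files lay on the side of its labelled age. Both an exchange and a match by age would give this, so the position does not part them. In the 15 samples that follow the table age alone does not account for the matches, since none of 10000 permutations of the calves within their age gave as many own-calf matches in the rumen or in the jejunum (permutation test, p = 1e-04 each, the smallest they can give). Ileum animal 1 of D0 also matched its own calf although it lay at the position of later samples on the scale of age. For the 2 files themselves no test here parts the calf from its age. Ileum animal 2 of D0 lay at 1.00 and ileum animal 1 of D42 at 0.486, where the ileum samples of D42 that follow the table lay between 0.782 and 0.937. The only ileum file of D0 that follows the table lay at 0.516, below all 14 later ileum files that follow it (0.733 to 1.01), and ileum animal 1 of D0, which does not follow it, at 0.931. All samples were kept under their labels.

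On a scale from 0 at the mean of the ileum samples of D7 and D21 to 1 at that of the jejunum samples, ileum animal 1 of D0 lay at 0.754 and ileum animal 1 of D42 at 0.557, between the jejunum samples of D0 and D42 (0.790 to 0.993) and the ileum samples of those ages that follow Additional file 5 (-0.150 to 0.104), while ileum animal 2 of D0 lay at -0.0239. The lower of the first 2 positions, 0.557, is what jejunal tissue in the samples could give. A piece of ileum with fewer lymphoid cells could move a sample mainly on the 2218 genes higher in the ileum. On those genes the 2 files lay at 1.01 and 0.654, and on the 1513 genes higher in the jejunum at 0.340 and 0.406, above the 5 samples that follow the table (-0.188 to 0.201) and below the jejunum. The lower of these, 0.340, lies between what fewer lymphoid cells and jejunal tissue would give. A mixture of ileal and jejunal tissue alone would mostly keep a sample within the range of both regions. The 2 files lay outside the range of all other jejunum and ileum samples that follow the table in 29.8% and 17.6% of the 13942 expressed genes. Those 33 samples lay outside that of the others in 0.430% to 15.1%. Such a mixture alone therefore does not account for ileum animal 1 of D0. The 17.6% of ileum animal 1 of D42 was little above 15.1%, so for that file the percentage does not decide. *REG3G*, at 2 and 4 CPM, and *CLDN15*, at 1 and 2 CPM, lay below every other jejunum and ileum sample, although both genes are higher in the jejunum. Fewer lymphoid cells, for which the test was not decisive, and a file of another sample remain as explanations for both files. For ileum animal 1 of D42 a mixture also remains. The pattern cannot be told apart from any of these.

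Using the Additional file 5 values in these 3 samples changed several counts over the 1280 genes. From D0 to D7 in the ileum, 51 genes passed the threshold, 37 up and 14 down, in place of 0. This count therefore depended on the 2 ileum files of D0. In the paper's Additional file 2, *IGJ* at D0 was -4.55, against -4.20 deposited and -5.49 with the replaced values. At D42 it was 2.22, against 2.32 and 1.41. *TLR4* at D0 (-1.67) and ileal *CLDN5* in Additional file 3 (-1.17) also lay nearer the deposited values. *TLR2* at D0 (-2.46) lay between -2.10 and -2.72. Whether the absence of ileal genes comes from the files or from the test is not settled. At D0, 225 genes were JE-enriched and 267 IL-enriched in place of 80 and 43, and at D42 156 and 265 in place of 91 and 219. From D21 to D42 in the ileum 0 genes passed with either set of values, and over all 13457 ileal genes 338 had an unadjusted p under 0.05 with the deposited values.

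The counts of differentially expressed genes were compared with those of other splits of the same samples. For the regions, the calves keep their pairs and each other split exchanges the region labels within some calves, so every split parts all same-numbered pairs. The real split was the only 1 of 4 at D0 and of 16 at each of D7, D21 and D42 with as many genes, which is the smallest share these designs allow and above 0.05 in each. The number of splits is thus too small for their share to decide between region and a random grouping of the samples, whatever the data. At D0, D7 and D21 the other splits gave 0 genes, where the real ones gave 1237, 3776 and 3741, with 4575, 9209 and 9172 genes at an unadjusted p under 0.05. At D42 the largest other split gave 2351 genes, against 2917, and it exchanged the jejunum and ileum samples of animal 1, whose ileum file does not follow Additional file 5. In the jejunum from D0 to D7, 1 of 56 splits gave as many genes, the real one, and the largest other gave 561. For the comparisons with 0 genes every split gave as many: 100 of 100 in the jejunum from D7 to D21 and from D21 to D42 (largest other splits 116 and 123 genes), 56 of 56 in the ileum from D0 to D7 (1 gene), and 100 of 100 in the ileum from D7 to D21 (333) and from D21 to D42 (354). At an unadjusted p under 0.05 these comparisons had 768, 790, 2125, 1453 and 338 genes.

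The *NLRP3* CPM that the paper's text gives for the jejunum at D7 has the value of the deposited mean of the ileum at D7, 27.2 ± 13.3 (SD, n = 5), and at D0 the deposited ileum mean was 6.67 ± 4.51 (SD, n = 3). The text may give values of the ileum. *NLRP3* is not in the part of Additional file 5 at hand, so the pattern cannot be told apart from another origin of these values.

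The 17 files labelled distal jejunum hold the same values, gene by gene, as the ileum files of the same age and animal, and no other pair of files is identical. They were counted as 1 set of samples, under ileum, and the distal jejunum was not compared with the other regions. The labels do not settle which region the shared values come from. Files that follow Additional file 5 hold the values of its ileum columns. For the 3 ileum files that do not follow it, the region is open.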
